# Pharmacological inhibition of RAS pathway alleviates spine deformity in a mouse model of neurofibromatosis type 1

**DOI:** 10.1038/s41413-025-00492-3

**Published:** 2025-12-16

**Authors:** Franceska Kovaci, Cassandre Goachet, Simon Perrin, Lotfi Slimani, Fanny Coulpier, Françoise Tilotta, Piotr Topilko, Céline Colnot

**Keywords:** Bone, Pathogenesis

## Abstract

Neurofibromatosis type 1 (NF1) is a genetic disorder affecting 1 in 3 000 people due to heterozygous mutations in the *NF1* gene. Patients with NF1 can develop multiple symptoms, such as neurofibromas, skin hyperpigmentation, and bone abnormalities, including tibial pseudarthrosis and spine deformity. Here, we aimed to elucidate the cellular origin and pathogenic mechanism of NF1 spine deformity. We explored the *Prss56-Nf1* knockout (KO) mouse model that recapitulates neurofibromas and pseudarthrosis by carrying *Nf1* gene inactivation in Prss56-expressing boundary cap cells, a neural crest subset, and their derivatives. Micro-CT analyses showed that *Prss56-Nf1* KO mice exhibit spine deformity from 12 months of age, associated with vertebral anomalies reminiscent of patients with NF1. Fate mapping revealed a significant increase in OSX^+^ osteoblasts of the Prss56 lineage in vertebrae of *Prss56-Nf1* KO mice. Increased traced *Nf1*-deficient cells correlated with increased vertebral bone volume and kyphosis spine curvature. Finally, we showed that treating *Prss56-Nf1* KO mice with RAS-MAPK pathway inhibitors prevented spine deformity. Overall, the *Prss56-Nf1* KO mouse model unravels the role of osteoblasts from the Prss56 lineage as the cellular origin of NF1 spine deformity and highlights RAS-MAPK pathway inhibition as a promising therapeutic strategy for preventing NF1 spine deformity.

## Introduction

Spine deformities, including scoliosis and kyphosis, are characterized by abnormal curvature of the vertebral column that can lead to pain, reduced mobility, and, in severe cases, impaired organ function and morbidity.^1–3^ Scoliosis is classified as congenital, neuromuscular, syndromic, or in most cases “idiopathic” affecting primarily adolescents.^4–7^ The prevalence of early onset scoliosis is 3%-4.5% in the general population but increases to 10%-69% in neurofibromatosis type 1 patients.^8–12^ Neurofibromatosis type 1 (NF1) is a multisystemic autosomal dominant genetic disorder, inherited or sporadic, occurring in about 1/3 000 births.^13–15^ NF1 results from mutations in the *NF1* tumor suppressor gene, encoding neurofibromin protein, a negative regulator of RAS-mitogen-activated protein kinase (RAS-MAPK) pathways.^16^ Patients with NF1 manifest peripheral nerve sheath tumors such as cutaneous and plexiform neurofibromas (cNFs and pNFs), as well as hyperpigmentation on the skin or café-au-lait macules (CALMs), learning disabilities, and bone abnormalities.^17^ Half of NF1 patients exhibit bone-related symptoms, which can be generalized or focal, the latter being associated with significant morbidity and including long bone pseudarthrosis or spine deformity.^18^ Spine deformity including scoliosis is the most common type of bone manifestation in NF1 and mostly appears during childhood and early adolescence.^19^ Mild deformities are classified as non-dystrophic scoliosis, while the more severe form, dystrophic scoliosis, progresses rapidly and is associated with osseous changes, such as vertebral wedging, rotation, scalloping, fusion, and rib penciling.^20–23^ Other types of spine deformity reported in patients with NF1 are kyphosis and kyphoscoliosis.^12^ Treatments for NF1 spine deformity include physical therapy, bracing, or surgical interventions for severe and progressive cases.^12^ Due to a limited understanding of the pathogenesis, no pharmacological treatments have been tested in clinical trials or approved.

NF1 lesions, such as neurofibromas and CALMs, result from *NF1* biallelic inactivation in Schwann cells and melanocytes, respectively.^24–26^ Recently, Perrin et al. identified *NF1* biallelic inactivation in Schwann cells and skeletal stem progenitor cells (SSPCs) in congenital pseudarthrosis of the tibia.^27^ *NF1* biallelic inactivation has been reported in NF1 spine deformity, but the specific cell types affected have not been identified.^28^ Clinically, an increased incidence of dystrophic scoliosis has been reported adjacent to paraspinal plexiform neurofibromas (ppNFs).^29^ Yet, spine deformity in patients with NF1 can also develop in the absence of ppNFs. Overall, the cellular origin and underlying pathogenic mechanism of NF1 spine deformity remain unclear.

Several NF1 mouse models highlighted the potential role of *Nf1*-deficient bone cells in spine deformity.^22,30–32^ However, these models did not recapitulate the complexity of NF1 symptoms to investigate the etiopathology of NF1 spine phenotype. Among the NF1 mouse models described so far, the *Prss56-Nf1* KO mouse model is the only model reproducing various NF1-related symptoms. Analyses of the *Prss56-Nf1* KO mice revealed that boundary cap (BC) cells, originating from the neural crest and expressing *Prss56*, are the cells of origin of cNFs and pNFs.^33^ In addition, Prss56-expressing cells give rise to skeletal stem progenitor cells and Schwann cells in the periosteum of long bones and *Prss56-Nf1* KO mice exhibit fibrous nonunion reminiscent of congenital pseudarthrosis of the tibia.^27^ These data suggested a potential shared cellular origin for NF1 neurological, dermatological, and skeletal manifestations.^27,33–35^

As it recapitulates the diversity of NF1 symptoms, the *Prss56-Nf1* KO mouse model is also a promising pre-clinical model to test pharmacological approaches for NF1 neurofibromas and bone manifestations.^27,36^ Strategies to treat NF1 symptoms mainly target the hyperactivity of RAS-MAPK pathways. Clinical trials using MEK inhibitors were successful, leading to the Food and Drug Administration (FDA) approving selumetinib as a treatment for inoperable pNFs.^37–39^ While MAPK kinase (MEK) inhibitors showed limited and variable results in mice carrying *Nf1* gene inactivation in bone cells,^40,41^ combining selumetinib and the Src homology 2 containing protein tyrosine phosphatase 2 (SHP2) inhibitor SHP099 successfully prevented tibial fibrous nonunion in the *Prss56-Nf1* KO mouse model.^27^ In this study, we aimed to investigate the pathogenic mechanisms of spine deformity in the *Prss56-Nf1* KO mouse model and to evaluate a pharmacological approach for spine deformity prevention. Micro-computed tomography (CT) analyses revealed that *Prss56-Nf1* KO mice manifest NF1-related spine deformity and lineage tracing identified osteoblasts derived from the Prss56 lineage as the affected cell types. The increase of traced *Nf1*-deficient cells in the vertebrae correlated with the increase in bone volume and with spine deformity in *Prss56-Nf1* KO mice. We next successfully prevented spine deformity in *Prss56-Nf1* KO mice using the combination of selumetinib and RMC-4550, MEK/SHP2 inhibitors.

## Results

### *Prss56-Nf1* KO mice recapitulate NF1 spine deformity

To determine whether *Prss56-Nf1* KO mice recapitulate NF1-associated spine deformity, we performed micro-CT analyses of the spinal column using the Cobb method in *Prss56*^*Cre*^*; R26*^*tdTom*^*; Nf1*^*fl/fl*^ (*Prss56-Nf1*^*fl/fl*^) and *Prss56*^*Cre*^*; R26*^*tdTom*^*; Nf1*^*fl/-*^ (*Prss56-Nf1*^*fl/-*^) mutant and *Prss56*^*Cre*^*; R26*^*tdTom*^*; Nf1*^*+/+*^ (*Prss56-Nf1*^*+/+*^) control mice from 3 to 20 months of age (Fig. 1a-d). In both *Prss56-Nf1*^*fl/fl*^ and *Prss56-Nf1*^*fl/-*^ mutant groups, mice carry *Nf1* biallelic inactivation in *Prss56*-expressing cells and their derivatives, while all other cells are wild type (*Prss56-Nf1*^*fl/fl*^ group) or *Nf1* heterozygote (*Prss56-Nf1*^*fl/-*^ group). We investigated the scoliosis phenotype through analyses performed in the coronal plane from the most cranial to the most caudal-tilted vertebrae within thoracic 2 (T2) to the lumbar 4 (L4) region. Scoliosis curvature, defined as a lateral curvature of 10° or more, was significantly increased in *Prss56-Nf1*^*fl/fl*^ and *Prss56-Nf1*^*fl/-*^ mutant mice from 12 months of age (Figs. 1a, c, S1a). Scoliosis was identified in 18.6% (8/43) and 30.77% (12/39) of *Prss56-Nf1*^*fl/fl*^ and 33.30% (7/21) and 27.8% (8/29) of *Prss56-Nf1*^*fl/-*^ mutant mice at 12 and 14-20 months of age, respectively (Fig. S1b). No scoliosis was detected in *Prss56-Nf1*^*+/+*^ control mice from 3 to 20 months of age (Figs. 1c, S1a, b). For kyphosis curvature, analyses were performed in the sagittal plane measuring the angle between the thoracic 8 (T8) to the lumbar 2 (L2) region. Results showed a significant increase in kyphosis spine angle in *Prss56-Nf1*^*fl/fl*^ and *Prss56-Nf1*^*fl/-*^ mutant compared to *Prss56-Nf1*^*+/+*^ control mice from 12 months of age (Fig. 1b-d). The kyphosis phenotype was not due to aging as it was progressive in *Prss56-Nf1*^*fl/fl*^ and *Prss56-Nf1*^*fl/-*^ mutant groups but not in *Prss56-Nf1*^*+/+*^ control mice (Fig. S1c, d). Interestingly, while scoliosis was detected in both male and female mice, the kyphosis phenotype was more severe in male compared to female mice as observed in NF1 patients^10^ (Fig. S2a, b). We also identified *Prss56-Nf1* mutant mice with scoliosis and high kyphosis angle (above 80°) recapitulating NF1 kyphoscoliosis spine deformity from 12 months of age (Fig. S2c). We identified 11.62% (5/43) and 12.82% (5/39) of *Prss56-Nf1*^*fl/fl*^, 14.28% (3/21), and 17.25% (5/29) of *Prss56-Nf1*^*fl/-*^ mutant mice manifesting kyphoscoliosis at 12 and 14-20 months of age, respectively (Fig. S2c). Moreover, as reported in patients with NF1, we detected vertebral anomalies in *Prss56-Nf1*^*fl/fl*^ and *Prss56-Nf1*^*fl/-*^ mutant mice, such as intervertebral disc fusion, vertebral wedging and scalloping, rib penciling, and sternum deformity at 14-20 months of age. Among the vertebral anomalies, intervertebral disc fusion was detected from 3 months of age (Figs. 1e, S2d-e, Table S1). Overall, these results show that *Prss56-Nf1*^*fl/fl*^ and *Prss56-Nf1*^*fl/-*^ mutant mice manifest spine deformity and vertebral anomalies reminiscent of spine deformity in patients with NF1.

**Fig. 1:**
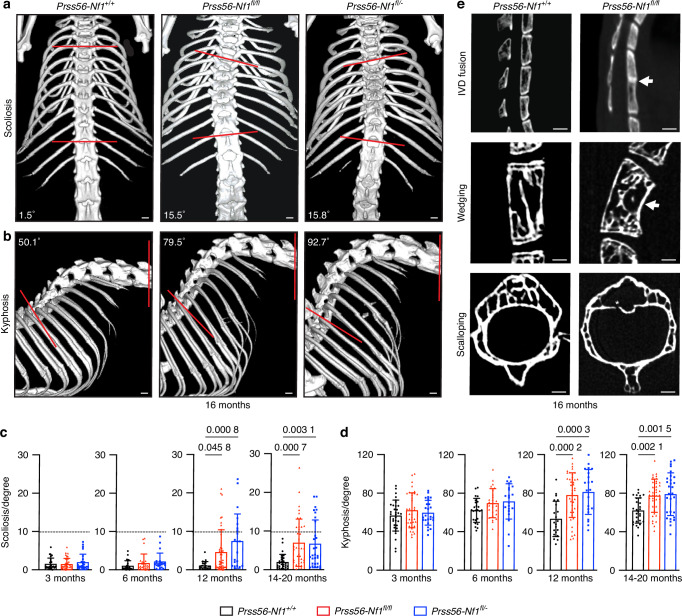
Spine deformity and vertebral anomalies in *Prss56-Nf1* KO mice. **a**, **b** In vivo micro-CT images of the spine in 16-month-old *Prss56*^*Cre*^*; R26*^*tdTom*^*; Nf1*^*+/+*^ (*Prss56-Nf1*^*+/+*^), *Prss56*^*Cre*^*; R26*^*tdTom*^*; Nf1*^*fl/fl*^ (*Prss56-Nf1*^*fl/fl*^) and *Prss56*^*Cre*^*; R26*^*tdTom*^*; Nf1*^*fl/-*^ (*Prss56-Nf1*^*fl/-*^) mice, illustrating scoliosis (a lateral deformity of 10 degrees or more) in coronal views (**a**) and kyphosis in sagittal views (**b**) in *Prss56-Nf1*^*fl/fl*^ and *Prss56-Nf1*^*fl/-*^ mutant mice. The respective Cobb angle measured between the two red lines drawn parallel to the endplate cartilage is indicated. **c**, **d** Quantitative analyses of the spine angle performed in 3-, 6-, 12- and 14-20-month-old mice showing the presence of scoliosis (**c**) and a significant increase of kyphosis angle (**d**) at 12 and 14-20 months of age in *Prss56-Nf1*^*fl/fl*^ and *Prss56-Nf1*^*fl/-*^ mutant mice compared to *Prss56-Nf1*^*+/+*^ control mice (*n* = 21-43 mice/group). Data are presented as mean ± SD. Statistical significance was determined using one-way ANOVA followed by Tukey’s multiple comparisons test. *P* < 0.05 was considered statistically significant. **e** Micro-CT images illustrating vertebral anomalies such as intervertebral disc (IVD) fusion (white arrow), wedging (white arrow), and scalloping (white asterisk) in *Prss56-Nf1*^*fl/fl*^ mutant compared to *Prss56-Nf1*^*+/+*^ control mice at 16 months of age. Scale bar, 1 mm

### *Nf1* deficient osteoblasts are more abundant in the vertebrae of *Prss56-Nf1* KO mice

To investigate the role of Prss56-cell lineage in the NF1 spine phenotype, we traced tdTomato^+^ (tdTom^+^) *Prss56*-expressing boundary cap (BC) cells and their derivatives in the spine of *Prss56-Nf1*^*+/+*^ control and *Prss56-Nf1*^*fl/fl*^ mutant mice. We detected tdTom^+^ cells in the vertebrae from embryonic stage E12.5 until 14-20 months of age (Figs. 2 and S3). To determine if tdTom^+^ cells localized in the vertebrae were derived from BC expressing *Prss56*, we performed RNAscope in *Prss56-Nf1*^*+/+*^ control mice starting from embryonic stages E12.5 until 3 months of age. While tdTom^+^ BC cells expressed *Prss56* at E12.5, tdTom^+^ cells localized within vertebrae at E13.5, E14.5, and 3 months did not express *Prss56*, confirming that tdTom^+^ cells in the vertebrae are derived from early *Prss56*-expressing cells (Fig. S3a). Immunostaining showed that tdTom^+^ cells correspond to SOX9^+^ chondrocytes in E12.5 and E14.5 vertebrae and SOX9^+^ chondrocytes and OSX^+^ hypertrophic chondrocytes in E17.5 vertebrae (Figs. 2a, S3b). At P0 and 3 months, tdTom^+^ cells were mainly SOX9^+^ chondrocytes in endplate cartilage and OSX^+^ osteoblasts/osteocytes within the vertebral body (Fig. 2a). No tdTom^+^ cells were identified as TRAP^+^ osteoclasts at 3 months of age (Fig. S3c). Although we observed rare tdTom^+^ cells in the vertebrae of *Prss56-Nf1*^*+/+*^ mice, these tdTom^+^ cells were more abundant and irregularly distributed in the vertebrae of *Prss56-Nf1*^*fl/fl*^ mutant mice (Fig. 2b). Quantitative analyses confirmed a significant increase of the tdTom^+^ signal along the spinal column in *Prss56-Nf1*^*fl/fl*^ mutant compared to *Prss56-Nf1*^*+/+*^ control mice starting from embryonic stage E14.5 until 14-20 months of age (Figs. 2c, S3d). Analyses of individual vertebrae from thoracic T8 to lumbar L2 region revealed that tdTom^+^ signal is increased explicitly in the lower thoracic-lumbar region (T11-L2) and particularly in trabecular bone compared to cortical bone, bone marrow, cartilage end plate, intervertebral disc and periosteum (Figs. 2d, e, S3e). Further, analysis performed in individual vertebrae in the T11-L2 region showed a significant increase of tdTom^+^OSX^+^ osteoblasts/osteocytes in the vertebrae of 14-20-month-old *Prss56-Nf1*^*fl/fl*^ mutant mice (Fig. 2b, f). This increase in tdTom^+^ signal and tdTom^+^OSX^+^ osteoblasts/osteocytes was also observed in the *Prss56-Nf1*^*fl/-*^ mutant mice (Fig. S3f-i). These results show that *Prss56*-expressing cells give rise to bone cells in vertebrae and that *Nf1* biallelic inactivation in this lineage causes a significant increase of osteoblasts/osteocytes in the trabecular bone of *Prss56-Nf1* mutant vertebrae.

**Fig. 2:**
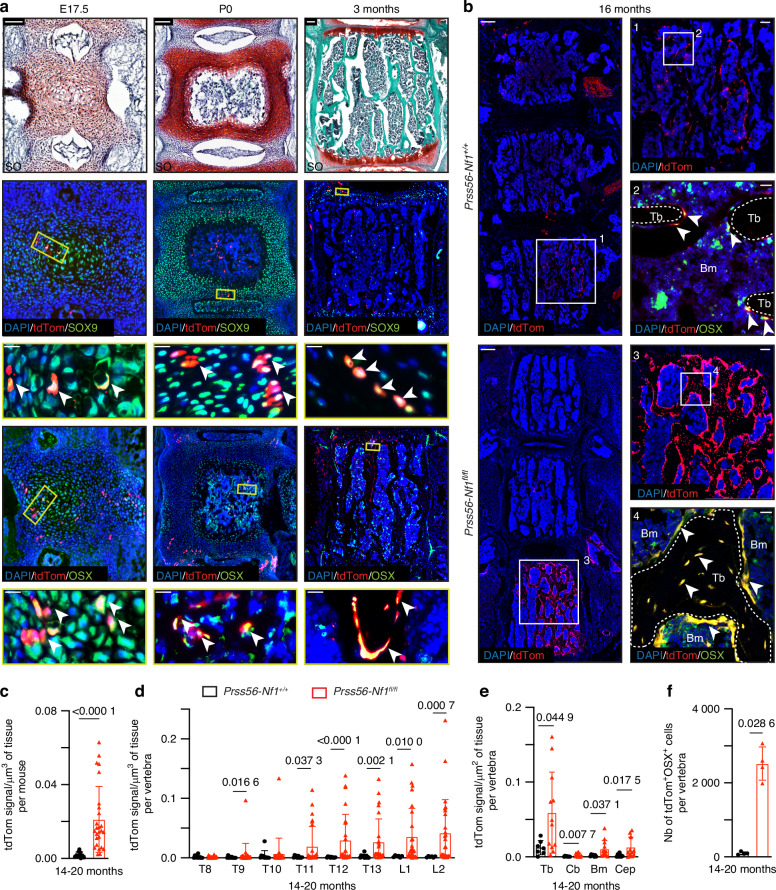
Increased *Nf1*^*−/−*^ osteoblasts/osteocytes in the vertebrae of *Prss56-Nf1* KO mice. **a** Vertebrae from *Prss56-Nf1*^*+/+*^ control mice stained with SafraninO (SO) and immunofluorescence showing tdTom^+^Sox9^+^ chondrocytes and tdTom^+^OSX^+^ hypertrophic chondrocytes (E17.5) and tdTom^+^OSX^+^ osteoblasts/osteocytes (P0, 3 months) (*n* = 3 samples). High magnification of yellow box area showing tdTom^+^ labeled cells (white arrowheads). Scale bar: low magnification 100 μm, high magnification 20 μm. **b** Left: Spinal column from *Prss56-Nf1*^*+/+*^ control and *Prss56-Nf1*^*fl/fl*^ mutant mice illustrating an irregular distribution and increased tdTom^+^ signal in mutant vertebrae. Right: High magnifications of the trabecular bone area showing more tdTom^+^ cells in mutant vertebrae (box 3) compared to control vertebrae (box 1) and more tdTom^+^OSX^+^ osteoblasts/osteocytes in mutant (box 4) compared to control (box 2) (white arrowheads). Scale bar: left boxes 200 μm; right boxes 1 and 3, 100 μm; and boxes 2 and 4, 25 μm. **c** Quantification showing significant increase of tdTom signal/volume of tissue per mouse in mutant mice (*n* = 10–26 mice/group). **d** Quantification of tdTom signal/volume of tissue in individual vertebrae from T8-L2 region showing a significant increase in the lower thoracic-lumbar region (T11-L2) of mutant mice (*n* = 10-26 vertebrae/group). **e** Quantification of tdTom signal/surface of tissue in trabecular bone (Tb), cortical bone (Cb), bone marrow (Bm) and cartilage endplate (Cep) in the vertebrae showing significant increase in Tb, Cb, Bm and Cep of mutant mice (*n* = 7-12 vertebrae/group). **f** Quantification of the number of tdTom^+^OSX^+^ cells in vertebrae showing a significant increase in mutant mice (*n* = 4 vertebrae/group). Data are presented as mean ± SD. Statistical significance was determined using Mann–Whitney U test. *P* < 0.05 was considered statistically significant

### *Nf1*-deficient osteoblasts exhibit osteogenic alterations and RAS-MAPK overactivation

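Cells carrying tdTomato (tdTom+) were sorted from the spine and analyzed by droplet-based single-cell RNA-sequencing with 10x Genomics 3′ chemistry. In this assay each captured RNA receives a barcode of its cell and a unique molecular identifier (UMI) near its 3′ end, so that a count is a number of RNA molecules and not of amplified copies. tdTomato is a red fluorescent protein whose gene is switched on by Cre recombinase. Cre was expressed from the Prss56 locus, and the label marks cells that expressed Prss56 and their descendants. The dataset held 4 libraries, 1 for each label, namely control and mutant at 3 months and control and mutant at 12–16 months of age. By the labels, control mice carried 1 Cre allele and wild-type Nf1, and mutant mice carried 2 Cre alleles and floxed Nf1, so the number of Cre alleles cannot be told apart from the Nf1 genotype. For each library the authors deposited UMI counts per gene and barcode, made with Cell Ranger on the mm10 mouse genome with a tdTomato sequence added. These are whole-number counts, taken to be from before the authors' correction for free RNA (SoupX), which was not tested. Barcodes shallower than the paper's limit of 750 UMIs show that the counts precede the authors' cell filters. The shallowest held 501, 503, 516 and 545 UMIs in the libraries labelled 3-month control, 3-month mutant, 12–16-month control and 12–16-month mutant. In the same order, 922, 542, 163 and 545 barcodes held 9830308, 7450598, 2226130 and 4680954 UMIs in all.
The filters of the paper's methods were applied to these counts, and no correction for free RNA was made. The median passing cell had 11467, 12644, 11702 and 8189 UMIs and 3437, 3678, 3333 and 2936 genes in the same order of libraries. Cells were clustered as in the methods, with integration of the libraries by canonical correlation (CCA), 20 dimensions and a resolution of 0.4. Genes reported at the claims were kept out of the genes that set the clusters, so that their levels could be compared between libraries. The authors' own assignment of cells was not used here. Cell types were rebuilt from marker genes and are named "-like", and a difference from the paper may come from these rebuilt names. Doublets, which are droplets with more than 1 cell, were kept in the reported values, and their removal was tried as an alternative. Expression is given as CPM, the UMIs of a gene summed over the cells of a type in 1 library and scaled to the total UMIs of those cells. Because each condition has 1 library, no test, p-value or standard error is given. Counts and CPM have exact 95% Poisson intervals, ratios of them exact conditional binomial intervals, and shares exact Clopper-Pearson intervals. All of these cover counting error only and not the spread between mice or between libraries. The intervals and bounds of counts, CPM and ratios also leave out the spread between cells.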

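Nf1 (ENSMUSG00000020716), the gene floxed in the mutant, is a protein-coding gene on chromosome 11 of GRCm38 (mm10) from 79339693 to 79581612 on the plus strand. Over all passing cells it had 1239 UMIs in the 3-month library labelled control and 1091 in the 3-month library labelled mutant, or 131 CPM (124 to 139) and 149.7 CPM (141 to 159). The 12–16-month libraries had 317 UMIs (147 CPM, 131 to 164) under the control label and 552 UMIs (125 CPM, 115 to 136) under the mutant label. Among skeletal-lineage cells, the ratio of labelled mutant to labelled control was 1.23 (1.13 to 1.34) at 3 months and 0.886 (0.766 to 1.03) at 12–16 months. Nf1 mRNA was therefore not lower in the 3-month library labelled mutant, and at 12–16 months the counting interval of the ratio included 1. Counting at the 3′ end need not register the loss of internal exons, and the counts do not separate exons. At neither age do the Nf1 counts therefore tell whether the gene was inactivated. For this reason the libraries are called by their labels. Of the alternatives, the scaling factors of edgeR's TMM method moved this ratio most at 3 months, from a log2 value of 0.30 to 0.19. Prss56 (ENSMUSG00000036480, chromosome 1, 87183313 to 87188405) had 1 UMI in the 3-month library labelled mutant and 0 in the other libraries. The tdTomato transcript had 77, 34, 16 and 37 UMIs in the libraries labelled 3-month control, 3-month mutant, 12–16-month control and 12–16-month mutant, or 8.17 CPM (6.44 to 10.2), 4.67 CPM (3.23 to 6.52), 7.43 CPM (4.24 to 12.1) and 8.41 CPM (5.92 to 11.6).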

To uncover the impact of *Nf1*^*−/−*^ mutation in osteoblasts of the Prss56 lineage, we performed single-cell RNA-sequencing (scRNA-seq) analyses on tdTom^+^ cells isolated from the vertebral columns of 3- and 12-16-month-old *Prss56-Nf1*^*+/+*^ control and *Prss56-Nf1*^*fl/fl*^ mutant mice (Fig. 3a). The integration of scRNA-seq datasets identified, among 1623 cells analyzed, nine clusters corresponding to nine cell populations: intervertebral disc chondrocytes expressing *Sox9* and *Cd24a*, cartilage endplate chondrocytes expressing *Sox9* and hypertrophic chondrocytes expressing *Sox9* and *Col10a1*, osteoblasts expressing *Runx2* and *Sp7*, osteocytes expressing *Dmp1*, skeletal stem progenitor cells (SSPCs) expressing *Cxcl12*, immune cells expressing *Ptprc*, smooth muscle cell (SMCs) expressing *Acta2* and endothelial cells (ECs) expressing *Cdh5* (Figs. 3b, c, S4a-c). 

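In the deposited counts 1757 cells passed the filters and fell into 13 clusters. Ptprc was detected in 65.2% and 87.5% of the cells of clusters 8 and 11 (46 and 24 cells), which were led by Igkc and Ighm and by Retnlg and Lyz2, and in 0% (up to 0.835%) of the 440 cells of cluster 0, a chondrocyte cluster. The median depths were 2834, 8403.5 and 8633.5 UMIs. Acta2 was detected in 96.4% of the 55 cells of cluster 7, named smooth muscle cell-like, and in 0.455% of those of cluster 0, with median depths of 10056 and 8633.5 UMIs. Cdh5 was detected in 95.0% of the 20 cells of cluster 12, named endothelial cell-like, at a median depth of 6570.5 UMIs, and in 0% of cluster 0. Cluster 4 (100 cells) had a median of 1673 UMIs, was led by Prtn3, Plac8 and Hist1h2ae and stayed unnamed. Ptprc was detected in 34.0% of its cells and Hba-a1, a hemoglobin gene, in 13.0%.
After removal of these 5 clusters, the other 1512 cells, called skeletal-lineage cells, were clustered again and fell into 9 clusters with numbers of their own. Sox9 was detected in 98.1% of the cells of cluster 0, 93.3% of cluster 1, 93.8% of cluster 2, 100.0% of cluster 7, 97.7% of cluster 3 and 97.9% of cluster 4, against 0% (up to 11.9%) of the 29 cells of cluster 8, whose median depth of 29605 UMIs was the highest of the 9 clusters. Cd24a was detected in 91.7%, 83.4%, 88.6% and 87.5% of clusters 0, 1, 2 and 7 (median depths 10781.5, 11290, 8150 and 16748.5 UMIs), in 53.5% and 70.2% of clusters 3 and 4 and in 1.45% of cluster 5 (11654 UMIs). Clusters 0, 1, 2 and 7 met the marker rule for disc chondrocyte-like cells, but cluster 0 was led by Fabp5, Lcn2 and the stress genes Atf3 and Socs3, and clusters 1 and 2 had the fibroblast markers Dcn, Gsn and Dpt and none of the disc markers among their top 10 genes. These 4 clusters are therefore called by number. Cluster 3 (217 cells), led by Kcnd2, Zfp804b and Dab1, was named endplate-like by the marker rule alone. Like clusters 0, 1, 2 and 7, it had 0 markers of its class among its top 10 genes, so its name is uncertain. With 1 library per condition, a cluster that is mostly of 1 library may be that library and not a type. The 3-month library labelled mutant gave 121 of the cells of cluster 3 and 56 of the 94 cells of cluster 4. The 12–16-month library labelled mutant gave 28 of the 46 cells of cluster 6. Cluster 4 (94 cells), led by Col10a1, Prkg2 and Ihh, was named hypertrophic endplate-like. Col10a1 was detected in 39.4% of its cells at a median depth of 22138.5 UMIs and in 2.30% of cluster 3 at 16889 UMIs. Cluster 5 (69 cells), led by Mmp13, Tnc and Slit2, was named osteoblast-like, which is the class left over by the marker rule. It too had 0 markers of its class among its top 10 genes. Runx2 and Sp7 were detected in 98.6% and 66.7% of its cells, against 8.43% and 1.40% of cluster 1, but also in 97.2% and 46.5% of cluster 3 and 98.9% and 82.98% of cluster 4, so that their detection does not set cluster 5 apart from the endplate-like cells. Cluster 6 (46 cells), led by Cxcl12, Hp and Adipoq, was named SSPC-like. Cxcl12 was detected in 100.0% of its cells at a median depth of 11237.5 UMIs and in 0.326% of cluster 2. Cluster 8, led by Col1a1, Bglap2 and Bglap, is the counterpart of the osteocytes. Phex was detected in 96.6% and Pdpn in 37.9% of its cells, against 5.25% and 2.76% of cluster 0. Because 3 osteoblast markers and 0 osteocyte markers were among its top 10 genes, it is called by number.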

Subsequent analyses were performed on the first six clusters after removing immune cells, SMCs, and ECs. 

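The skeletal-lineage cells numbered 625 in the 3-month library labelled control, 410 in the 3-month library labelled mutant, 129 in the 12–16-month library labelled control and 348 in the 12–16-month library labelled mutant. The removed clusters took 12.8%, 15.3%, 4.44% and 17.3% of the passing cells of these libraries. At 3 months, where Nf1 mRNA was not lower under the mutant label, endplate-like cells made up 6.56% (4.75% to 8.79%) of the skeletal-lineage cells labelled control and 29.5% (25.1% to 34.2%) of those labelled mutant. Hypertrophic endplate-like cells made up 2.24% (1.23% to 3.73%) and 13.7% (10.5% to 17.4%). Clusters 0, 1, 2 and 7 together made up 85.0% (81.9% to 87.7%) and 53.2% (48.2% to 58.1%). At 12–16 months the shares of the endplate-like cells, 10.9% (6.06% to 17.5%) under the control label and 11.8% (8.59% to 15.6%) under the mutant label, differed by less than the counting error, as did those of the hypertrophic cells, 4 of 129 cells (0.851% to 7.75%) and 20 of 348 cells (5.75%, 3.55% to 8.74%). Osteoblast-like cells were few in each library. They numbered 19 (3.04%, 1.84% to 4.71%) and 9 (2.20%, 1.01% to 4.13%) in the 3-month libraries labelled control and mutant, and 11 (8.53%, 4.33% to 14.7%) and 30 (8.62%, 5.89% to 12.1%) in the 12–16-month libraries. Cluster 8 numbered 11 (1.76%, 0.882% to 3.13%) and 1 (0.244%, 0.00617% to 1.35%) cells at 3 months, and 9 (6.98%, 3.24% to 12.8%) and 8 (2.30%, 0.998% to 4.48%) cells at 12–16 months. SSPC-like cells numbered 9 and 5 at 3 months, and 4 and 28 (8.05%, 5.41% to 11.4%) at 12–16 months. Of the other settings, removal of the doublets called by Scrublet changed a share most relative to its interval, since the only cell of cluster 8 in the 3-month library labelled mutant was lost (0%).

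**Figure D1:**
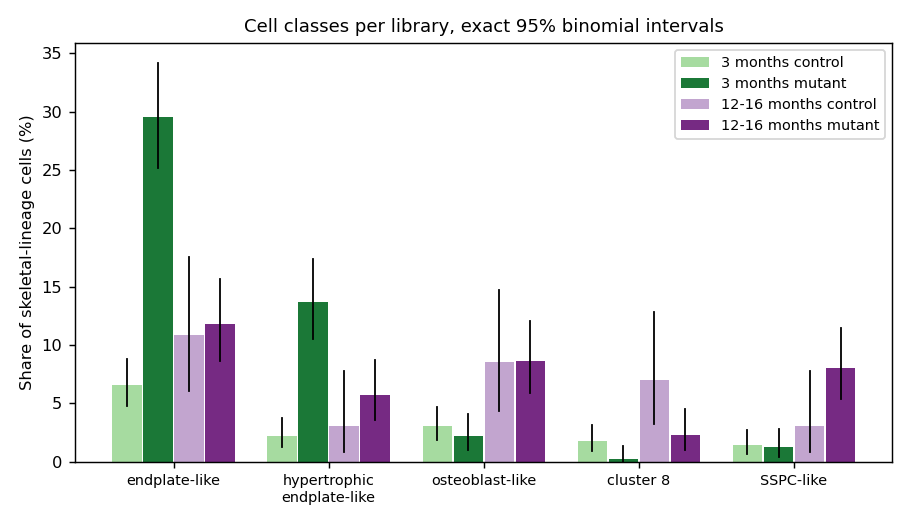
Share of each library's skeletal-lineage cells (y axis, percent) that fell into 5 cell classes (x axis), with 1 bar per library and vertical lines for the exact 95% binomial intervals, which cover counting error only. The bar of the 3-month library labelled mutant is the tallest in the endplate-like class, at 29.5%, and its cluster 8 bar stands for 1 cell.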

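Gene lists of the GO terms were not used here, and lists written by hand stood in for them, one of 30 ossification genes such as Runx2, Sp7, Dlx5, Bmp2 and Col1a1, and one of 25 cartilage genes such as Sox9, Acan, Col2a1 and Col9a1. UMIs were summed over all skeletal-lineage cells of a library, and the log2 ratio of the library labelled mutant to that labelled control was taken for each gene with at least 20 UMIs over both libraries of an age. The median of a list is another measure than the paper's enrichment of terms among upregulated genes. At 3 months, where Nf1 mRNA was not lower under the mutant label, the median log2 ratio of the cartilage genes was 0.52 (0.51 to 0.54), with 19 of 25 genes higher under the mutant label. This median lay at percentile 99.99 of 10000 random lists of the same size matched on mean expression, which describes these libraries and is not a test of the genotypes. At 12–16 months the cartilage median was 0.39 (0.34 to 0.43), at percentile 100, with 22 of 24 genes higher. The ossification genes had a median of 0.04 (−0.04 to 0.16) at 3 months, at percentile 66.3, with 15 of 30 genes higher, and of −0.23 (−0.38 to −0.09) at 12–16 months, at percentile 0, with 12 of 28 genes higher. Shares of the cell types differed between the libraries, and giving the cell types equal weights, which left out cluster 8 at 3 months, moved the cartilage medians most. The cartilage median then was −0.10 at 3 months (percentile 39.3) and −0.16 at 12–16 months (percentile 0.12), and the ossification median was −0.09 (percentile 15.9) and 0.06 (percentile 57.0). Summed without the cells of cluster 8, a setting chosen after the data were seen, the cartilage medians were 0.48 and 0.22 and the ossification medians 0.13 and 0.12 at 3 and 12–16 months.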

Gene ontology (GO) analyses of upregulated genes in *Prss56-Nf1*^*fl/fl*^ mutant cells showed enrichment in gene sets related to connective tissue development, ossification, cartilage development, and osteoblast differentiation (Fig. S4d). 

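In the osteoblast-like cells, 395047 UMIs in all were counted in the 3-month library labelled control, 78384 in the 3-month library labelled mutant, 183739 in the 12–16-month library labelled control and 318989 in the 12–16-month library labelled mutant. Adamts9 (ENSMUSG00000030022, chromosome 6, 92772699 to 92943492) encodes a secreted metalloproteinase. It had 423 CPM (361 to 492) under the control label and 293 CPM (186 to 440.3) under the mutant label at 3 months, a ratio of 0.694 (0.428 to 1.08) at which the difference was not detectable at this depth. In the 12–16-month libraries it had 473 CPM (379 to 584) and 282 CPM (227 to 347), a ratio of 0.596 (0.439 to 0.809). Adamts1 (ENSMUSG00000022893, chromosome 16, 85793827 to 85803113) had 33 UMIs under the control label (83.5 CPM, 57.5 to 117) and 1 UMI under the mutant label (12.8 CPM, 0.323 to 71.1) at 3 months, a ratio of 0.153 (0.00375 to 0.912). The 12–16-month libraries had 2 and 3 UMIs, too few for a fold. Mmp2 (ENSMUSG00000031740, chromosome 8, 92827291 to 92853420) had 119 CPM (87.4 to 158) and 115 CPM (52.5 to 218) at 3 months, a ratio of 0.965 (0.416 to 1.99), and 234 CPM (169 to 315) and 135 CPM (97.6 to 182) at 12–16 months, a ratio of 0.576 (0.369 to 0.900). The 3-month directions compare libraries in which Nf1 mRNA was not lower under the mutant label. Pooling with cluster 8 moved Mmp2 most, taking its log2 ratio from −0.05 to −1.09 at 3 months and from −0.80 to 0.07 at 12–16 months. With every cell weighted equally, the log2 ratio of Mmp2 at 3 months was 0.58.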

The expression of the metalloproteinases *Adamts9*, *Adamts1*, and *Mmp2*, which are known to be involved in the regulation of bone formation, were decreased in *Prss56*-*Nf1*^*fl/fl*^ mutant compared to *Prss56*-*Nf1*^*+/+*^ control osteoblasts. In contrast, genes known to be involved in osteoblast differentiation *(Tgfbr3*, *Igf1r*, and *Zbtb16)* were upregulated in *Prss56-Nf1*^*fl/fl*^ mutant osteoblasts at 3 and 12-16 months of age (Fig. 3d). These osteogenic genes were also upregulated in *Prss56-Nf1*^*fl/fl*^ mutant cartilage endplate chondrocytes and hypertrophic cartilage endplate chondrocytes (Fig. S4e). 

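In the osteoblast-like cells of the 3-month libraries, Tgfbr3 (ENSMUSG00000029287, chromosome 5, 107106570 to 107289629) had 410.1 CPM (349 to 478) under the control label and 1148 CPM (923 to 1411) under the mutant label, a ratio of 2.80 (2.14 to 3.65). In the older libraries, of 12–16 months, it had 495 CPM (399 to 608) and 708 CPM (619 to 807), a ratio of 1.43 (1.12 to 1.85). Igf1r (ENSMUSG00000005533, chromosome 7, 67952827 to 68233668) had 75 UMIs (189.9 CPM, 149 to 238) and 25 UMIs (319 CPM, 206 to 471) at 3 months, a ratio of 1.68 (1.02 to 2.67), and 158 CPM (106 to 227) and 389 CPM (323 to 463) at 12–16 months, a ratio of 2.46 (1.63 to 3.83). Zbtb16 (ENSMUSG00000066687, chromosome 9, 48654297 to 48836222) had 0 UMIs under the control label at 3 months and 16 UMIs (204 CPM, 117 to 331) under the mutant label. With 3 counts (7.59 CPM) in place of the 0 it was at least 26.9-fold higher, and the lower limit of the counting interval of the ratio was 19.4. The 12–16-month libraries had 2 and 5 Zbtb16 UMIs, a ratio of 1.44 (0.236 to 15.1) that was not detectable as a difference at this depth. Pooled with cluster 8, which adds 1 UMI under the control label, the log2 ratio of Zbtb16 at 3 months was 6.83. The log2 ratio of Tgfbr3 at 3 months was lowest with every cell weighted equally, at 0.84 against 1.49. The 3-month directions come from libraries in which Nf1 mRNA was not lower under the mutant label. All 3 genes are long, spanning 183060, 280842 and 181926 bases, and random lists of genes of like length and level had a median log2 ratio of 0.75 in these cells at 3 months and of 0.02 at 12–16 months. The genes were also higher under the mutant label in clusters 0, 1, 2 and 7 of the same libraries, with ratios at 3 and at 12–16 months of 1.56 (1.48 to 1.64) and 1.39 (1.27 to 1.53) for Tgfbr3 and of 3.07 (2.65 to 3.56) and 2.27 (1.60 to 3.29) for Zbtb16. Igf1r was higher there at 3 months, at 1.63 (1.48 to 1.80), and not at 12–16 months, at 1.01 (0.831 to 1.23).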

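In the endplate-like cells at 3 months, Tgfbr3 rose from 958 CPM under the control label to 2248 CPM under the mutant label, a ratio of 2.35 (2.16 to 2.55), Igf1r from 205 to 386 CPM, a ratio of 1.89 (1.58 to 2.27), and Zbtb16 from 60.1 to 583 CPM, a ratio of 9.71 (7.14 to 13.5). Ratios in the hypertrophic endplate-like cells at 3 months were 2.90 (2.39 to 3.55) for Tgfbr3, 2.85 (2.13 to 3.89) for Igf1r and 2.80 (2.21 to 3.60) for Zbtb16. Nf1 mRNA was not lower under the mutant label at this age. At 12–16 months the endplate-like ratio of Tgfbr3 was 1.22 (1.07 to 1.38), while those of Igf1r, 1.25 (0.905 to 1.76), and Zbtb16, 1.22 (0.857 to 1.76), were within the counting error. Only 4 hypertrophic cells with 54931 UMIs came from the 12–16-month library labelled control. There the ratios were 0.764 (0.533 to 1.12) for Tgfbr3, 1.60 (0.586 to 6.14) for Igf1r and 0.791 (0.386 to 1.83) for Zbtb16, and no difference was detectable at this depth. Weighting every cell equally moved the hypertrophic values at 12–16 months most, and Tgfbr3 and Zbtb16 in the hypertrophic cells at 12–16 months then had log2 ratios of 0.50 and 1.17, against −0.39 and −0.34. In both kinds of endplate-like cells combined, random lists of genes of like length and level had a median log2 ratio of 0.29 at 3 months and −0.11 at 12–16 months.

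**Figure D2:**
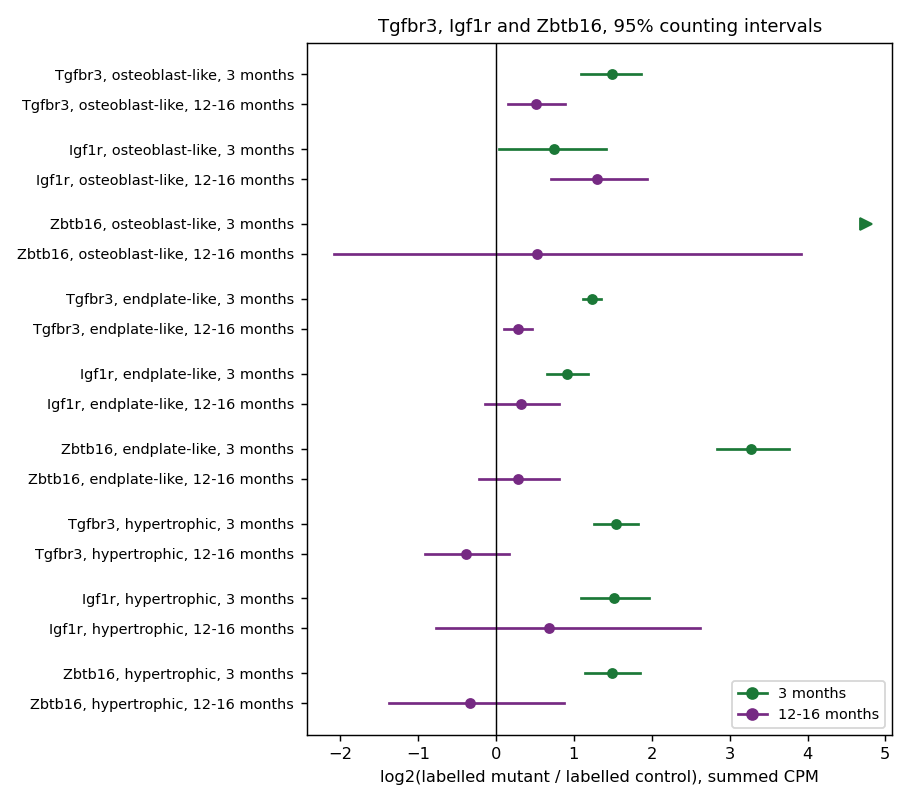
Log2 ratio of summed CPM, labelled mutant over labelled control (x axis), of Tgfbr3, Igf1r and Zbtb16 in osteoblast-like, endplate-like and hypertrophic endplate-like cells at each age (y axis), where points are ratios, lines their 95% counting intervals and the arrowhead a lower bound against 0 UMIs. All 9 values at 3 months lie above 0, and at 12–16 months Tgfbr3 and Zbtb16 in the hypertrophic cells lie below 0 with intervals that include it.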

In *Prss56-Nf1*^*fl/fl*^ mutant osteocytes, we observed an increased expression of early markers of osteogenesis (*Alpl*, *Ibsp*), while the expression of markers of late osteogenic maturation (*Bglap3, Bglap2, Bglap*, and *Dmp1*) were decreased compared to *Prss56-Nf1*^*+/+*^ control osteocytes (Fig. 3d). 

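Cluster 8 held 328826 UMIs from 11 cells of the 3-month library labelled control, 23225 from 1 cell of the 3-month library labelled mutant, 392492 from 9 cells of the 12–16-month library labelled control and 237742 from 8 cells of the 12–16-month library labelled mutant. The 3-month ratios thus rest on a single cell, which Scrublet called a doublet, from a library in which Nf1 mRNA was not lower. Of the early markers, Alpl (ENSMUSG00000028766, chromosome 4, 137741733 to 137796384) had 195 CPM (149.9 to 249) under the control label and 818 CPM (493 to 1278) under the mutant label at 3 months, a ratio of 4.20 (2.38 to 7.11), and 173 and 244 CPM at 12–16 months, a ratio of 1.41 (0.975 to 2.03). Ibsp (ENSMUSG00000029306, chromosome 5, 104299171 to 104311469) had a ratio of 1.74 (1.51 to 2.00) at 3 months, from 5656 and 9860.1 CPM, and of 0.919 (0.854 to 0.988) at 12–16 months, from 5251 and 4825 CPM. The late markers Bglap3, Bglap2 and Bglap are neighboring genes on chromosome 3 (88368616 to 88372743, 88377736 to 88378699 and 88383501 to 88384464) whose sequences are close to identical, so that the counts of each are uncertain. Bglap (ENSMUSG00000074483) had 55695 and 6243 CPM at 3 months, a ratio of 0.112 (0.0945 to 0.132), and 51224 and 33381 CPM at 12–16 months, a ratio of 0.652 (0.635 to 0.669). Ratios of Bglap2 (ENSMUSG00000074486) were 0.0835 (0.0627 to 0.109) and 0.488 (0.467 to 0.510), and those of Bglap3 (ENSMUSG00000074489) were 0.0880 (0.0379 to 0.174) and 0.738 (0.674 to 0.807) at 3 and 12–16 months. Dmp1 (ENSMUSG00000029307, chromosome 5, 104202613 to 104214102) had 389 UMIs under the control label (1183 CPM) and 0 under the mutant label at 3 months. With 3 counts (129 CPM) in place of the 0 it was at least 9.16-fold lower, and the upper limit of the counting interval of the ratio was 0.135. In the 12–16-month libraries 70 UMIs (178 CPM) and 20 UMIs (84.1 CPM) gave a ratio of 0.472 (0.272 to 0.785).
Pooled with the osteoblast-like cells, which add 2 Dmp1 UMIs under the mutant label and 54 under the control label, the log2 ratio of Dmp1 at 3 months was −4.96, and that of Ibsp was −0.01 against 0.80. The TMM scaling factors shifted each log2 ratio at 3 months by −0.97, and that of Ibsp then was −0.17. The direction of Ibsp and Bglap at 12–16 months depended on the weight of the cells. With every cell weighted equally, the log2 ratio was 0.32 for Ibsp, against −0.12, and 0.20 for Bglap, against −0.62. Among cells with an Xist UMI and no Y-linked UMI, a setting chosen after the data were seen, Ibsp had a log2 ratio of 0.06 at 12–16 months.

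**Figure D3:**
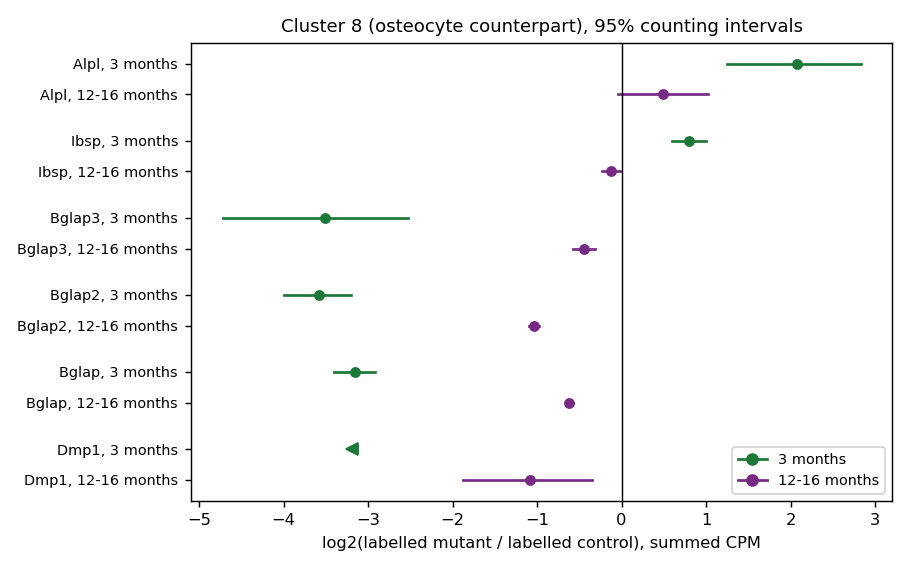
Log2 ratio of summed CPM in cluster 8, labelled mutant over labelled control (x axis), of 6 genes at each age (y axis), where points are ratios, lines their 95% counting intervals and the arrowhead a bound against 0 UMIs. Alpl lies above 0 at both ages, with an interval that includes 0 at 12–16 months, Ibsp at 3 months only and not with TMM factors (−0.17), and the other 4 genes lie below 0, with the 3-month values resting on 1 cell labelled mutant.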

In parallel, histomorphometric analysis in undecalcified tissue showed a significant increase of osteoid surface in vertebrae of *Prss56-Nf1*^*fl/fl*^ mutant compared to *Prss56-Nf1*^*+/+*^ control mice, indicating a decrease in vertebral bone mineralization (Fig. S4f). 

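In place of the GO gene sets, which were not used here, lists written by hand were scored. A list of 13 target genes of MAPK signaling, made of Phlda1, Spry1, Spry2, Spry4, Spred1, Spred2, Dusp4, Dusp6, Ccnd1, Epha2, Epha4, Etv4 and Etv5, and a list of 18 cell cycle genes, among them Mki67, Top2a, Cdk1, Ccnb1, Pcna and Mcm2, are other lists than those of the paper. They count the transcripts of genes that respond to the pathway or run in dividing cells, not the genes that regulate either process. The score of a cell was the mean log-normalized level of the list minus that of 100 control genes of like level per list gene, drawn from 24 bins of expression as in the AddModuleScore function. Because deeper cells show more genes, each cell was thinned to 750 UMIs before scoring, averaged over 20 draws, and no cell was too shallow to be kept. A score has no true zero, so differences of medians and standard deviations over cells are given and no folds. Summed CPM of the lists, which need no thinning, are given beside the scores.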

We analyzed the proliferation and the activation of the MAPK pathway in *Nf1*-deficient cells using scores calculated from mouse gene sets in the gene ontology database. Proliferation and MAPK signaling activation were upregulated at 3 and 12-16 months of age in *Nf1*^*−/−*^ cartilage endplate chondrocytes and osteoblasts in *Prss56-Nf1*^*fl/fl*^ mutant compared to *Prss56-Nf1*^*+/+*^ control mice (Fig. S4g). 

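For the MAPK target list at 3 months, the median score of the endplate-like cells of both kinds differed between the labels (mutant minus control) by −0.0237, with SDs over cells of 0.0635 in 55 cells labelled control and 0.0506 in 177 cells labelled mutant. Without thinning the difference was −0.0394. It was 0.0412 at 12–16 months, with SDs of 0.0402 (18 cells) and 0.0597 (61 cells), and 0.0373 without thinning. The osteoblast-like cells differed by −0.0800 at 3 months (SDs 0.0661 and 0.0604, −0.0815 without thinning) and by −0.0331 at 12–16 months (SDs 0.0699 and 0.0725). In this last comparison the sign of the median difference depended on the thinning, since the unthinned difference was 0.0279. The difference of means was negative at each depth, at −0.0237 after thinning to 750 UMIs and −0.0481 without thinning. In summed counts of the list, the ratio of labelled mutant to labelled control in the endplate-like cells was 0.542 (0.499 to 0.589) at 3 months, from 429 and 792 CPM, and 1.49 (1.25 to 1.79) at 12–16 months, from 571 and 383 CPM. In the hypertrophic cells alone the ratio at 12–16 months was 3.96 (2.12 to 8.35), from 284 UMIs under the mutant label and 10 UMIs in 4 cells under the control label, against 1.18 (0.973 to 1.44) in the other endplate-like cells. In the osteoblast-like cells it was 0.767 (0.552 to 1.04) and 0.844 (0.691 to 1.03), and no difference was detectable at this depth. Pooled with cluster 8, the log2 ratio at 12–16 months was 0.39 against −0.25. A list of 17 stress genes that respond to cell dissociation moved the same way in the endplate-like cells, with ratios of 0.680 and 1.29.
For the proliferation list, median scores of the endplate-like cells differed by −0.00538 at 3 months (SDs 0.0172 and 0.0179, −0.0194 without thinning) and by 0.00320 at 12–16 months (SDs 0.116 and 0.0162, 0.00581 without thinning). The osteoblast-like cells differed by −0.00515 at 3 months (SDs 0.133 and 0.0132, −0.00795 without thinning) and by −0.00198 at 12–16 months (SDs 0.0245 and 0.0591), where the unthinned difference was 0.00905. Each of these differences was smaller than the SD over cells of either library. Mean scores at 12–16 months differed the other way, by −0.0187 in the endplate-like and 0.00662 in the osteoblast-like cells. The summed proliferation list had a ratio of 0.878 (0.722 to 1.07) in the endplate-like cells at 3 months and of 0.234 (0.185 to 0.296) at 12–16 months. Both values depended on few cells. Without the cell with the most counts in each library their log2 ratios were −0.52 against −0.19 and 0.78 against −2.09, and with the doublets called by Scrublet removed they were −1.64 and 0.93. The 3-month values compare libraries in which Nf1 mRNA was not lower under the mutant label.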

Immunostainings on vertebrae of 3-month-old mice confirmed a higher percentage of tdTom^+^pERK^+^ and tdTom^+^Ki67^+^ cells in cartilage endplate and vertebral body of *Prss56-Nf1*^*fl/fl*^ mutant compared to *Prss56-Nf1*^*+/+*^ control mice, indicative of a higher RAS-MAPK pathway activity and proliferation (Fig. 3e). Collectively, these changes observed in *Nf1-*deficient tdTom^+^ osteoblasts in vertebrae indicate an acceleration in the early stages of osteogenesis followed by an impairment of the late stages of osteogenesis marked by a mineralization defect.

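Counted over the genes and ages of each comparison, the metalloproteinase genes were lower under the mutant label in the osteoblast-like cells in 5 of 5 comparisons that gave a ratio, 3 of them with a counting interval that excluded 1. Tgfbr3, Igf1r and Zbtb16 were higher in 6 of 6 comparisons in the osteoblast-like cells, 5 of them excluding 1, and in 10 of 12 in the 2 kinds of endplate-like cells, 7 of them excluding 1. In cluster 8, 11 of 12 comparisons of the early and late markers went in the direction the paper states, 10 of them excluding 1, and Ibsp at 12–16 months went the other way. The paper shows these genes as dot plots, which were not repeated here, whereas summed CPM gives deep cells more weight. With every cell weighted equally, 4 of 5, 6 of 6 and 12 of 12 comparisons went as stated, in the same order. In cluster 8, 11 of 12 then did, and Bglap at 12–16 months, not Ibsp, was the exception to the paper's direction. The 6 comparisons at 3 months in cluster 8 rest on 1 cell labelled mutant and have no value with the doublets called by Scrublet removed, where 5 of the 6 comparisons at 12–16 months were in that direction. The tallies count genes in the same 4 libraries, and Nf1 mRNA was not lower in the 3-month library labelled mutant. At 12–16 months the interval of its ratio in the skeletal-lineage cells included 1 (0.886, 0.766 to 1.03). Counts at the 3′ end do not tell at either age whether Nf1 was inactivated. The paper sets the higher expression of genes of osteoblast differentiation in mutant osteoblasts and of early markers in osteocytes beside the lower expression of the late markers Bglap, Bglap2, Bglap3 and Dmp1, and adds the increase of osteoid surface measured in vertebral sections (Fig. S4f) and the Ki67 and pERK immunostainings (Fig. 3e), which were not analysed here. From these changes the paper concludes that osteogenesis is accelerated in its early stages and impaired in its late stages, with a mineralization defect.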

**Fig. 3:**
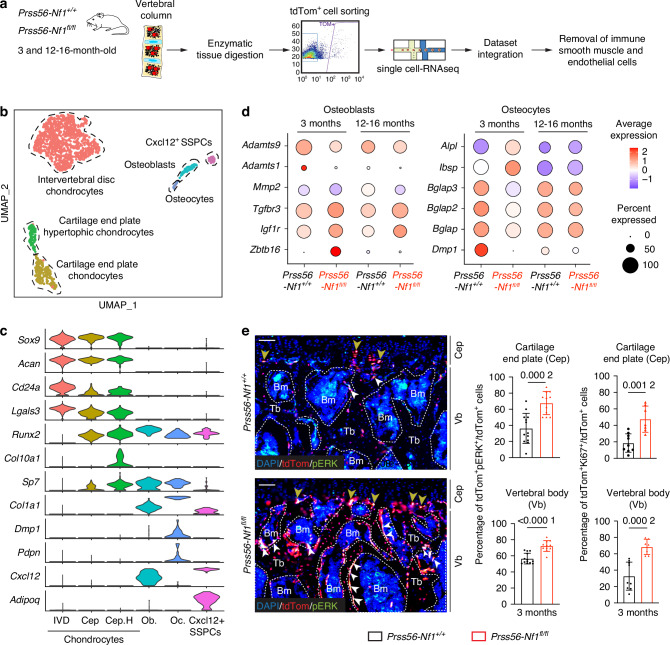
Single cell analyses of tdTom^+^ cells in the spine of *Prss56-Nf1* KO mice. **a** Experimental design for vertebral column processing and dataset integration. The vertebral column of *Prss56-Nf1*^*+/+*^ control and *Prss56-Nf1*^*fl/fl*^ mutant mice at 3 and 12-16 months of age were enzymatically digested and single tdTom^+^ cells were sorted and processed for single-cell RNA sequencing. Immune, smooth muscle and endothelial cells were identified and removed to focus the analysis on the cell populations of interest. **b** UMAP projection of color-coded clustering of the integration of control and mutant mice datasets. Six populations were identified and delimited by black dashed lines. **c** Violin plots of key marker genes of the different cell populations, IVD (intervertebral disc), Cep (cartilage endplate), Cep.H (Cartilage endplate hypertophic chondrocytes), Ob (osteoblasts), Oc (Osteoclasts), SSPCs (Skeletal stem progenitor cells). **d** Dot plot of the expression of genes related to osteogenesis in osteoblasts and osteocytes of control and mutant mice. Left: Expression of extracellular matrix remodeling genes (*Adamts9*, *Adamts1*, *Mmp2*) and osteogenic genes (*Tgfbr3*, *Igf1r*, *Zbtb16*) in osteoblasts. Right: Expression of early osteogenesis genes (*Alpl*, *Ibsp*) and late osteogenesis genes (*Bglap3*, *Bglap2*, *Bglap*, *Dmp1*) in osteocytes. **e** Left: Immunofluorescence images showing more tdTom^+^ cells co-expressing pERK in the cartilage endplate (yellow arrowheads) and vertebral body (white arrowheads) of mutant compared to control mice. Scale bar 100 μm. Right: Quantification of the percentage of tdTom^+^pERK^+^ and tdTom^+^Ki67^+^ cells revealing a significant increase in the cartilage endplate (Cep) and vertebral body (Vb) of mutant mice at 3 months of age. Tb = trabecular bone, Bm = Bone marrow (*n* = 7*-*13 vertebrae/group). Data are presented as mean ± SD. Statistical significance was determined using Mann–Whitney U test. *P* < 0.05 was considered statistically significant

### Increased number of *Nf1*-deficient osteoblasts leads to changes in vertebral bone parameters and kyphosis spine curvature

Next, we sought to determine the consequences of *Nf1* loss in osteoblasts of the Prss56 lineage on vertebral bone parameters. In addition to the increase in total tdTom^+^OSX^+^ osteoblasts/osteocytes, we observed a significant increase in the number of OSX^+^ lining osteoblasts and tdTom^+^OSX^+^ lining osteoblasts in the vertebrae of *Prss56-Nf1*^*fl/fl*^ mutant compared to *Prss56-Nf1*^*+/+*^ control vertebrae at 14-20 months of age (Fig. 4a, b). Analyses of TRAP^+^ cells showed a significant increase in the number of osteoclasts per trabecular bone perimeter in the vertebrae of *Prss56-Nf1*^*fl/fl*^ mutant mice at 14-20 months of age (Fig. 4c, d). However, the ratio of lining osteoblasts/osteoclasts number per vertebra remained significantly higher in *Prss56-Nf1*^*fl/fl*^ mice, indicating increased bone formation in mutant vertebrae (Fig. 4e). High-resolution micro-CT scan measurements showed a significant increase in trabecular BV/TV of *Prss56-Nf1*^*fl/fl*^ mutant compared to *Prss56-Nf1*^*+/+*^ control mice at 3 and 14-20 months of age but no changes in cortical bone parameters (Figs. 4f, g, S5a-b). The increased trabecular BV/TV was correlated with the increased tdTom^+^ signal in the vertebrae of *Prss56-Nf1*^*fl/fl*^ mutant mice in the region T11-L2 (Fig. 4h). Due to the variability in the distribution of the tdTom^+^ signal along the vertebral column, we performed correlation analyses in individual vertebrae. In the vertebrae showing higher tdTom^+^ signal in the lower thoracic-lumbar region, such as L2, we observed a significant correlation between increased tdTom^+^ signal and increased trabecular bone parameters, including bone volume, number, and thickness. Conversely, no such correlation was detected in the upper thoracic vertebrae such as T8, where the tdTom^+^ signal was lower (Fig. S5c). Additionally, in *Prss56-Nf1*^*fl/fl*^ mutant mice, a significant correlation was found between increased tdTom^+^ signal and increased kyphosis angle, as well as between increased trabecular BV/TV and increased kyphosis angle. These correlations were absent in *Prss56-Nf1*^*+/+*^ control mice (Fig. 4i, j). These findings indicate that an increase in *Nf1*-deficient osteoblasts is associated with higher trabecular BV/TV in the vertebrae and kyphosis spine deformity in *Prss56-Nf1*^*fl/fl*^ mutant mice.

**Fig. 4:**
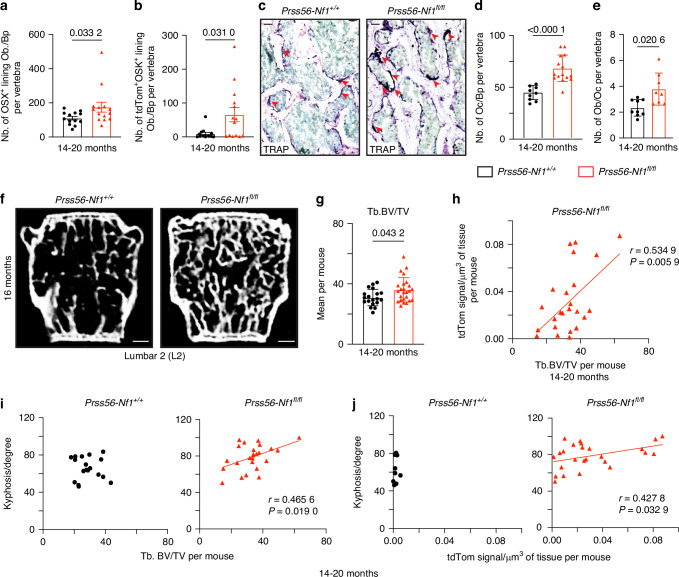
Increased number of *Nf1*^−/−^ osteoblasts correlates with changes in vertebral bone parameters and kyphosis spine curvature. **a** Quantification of the number of OSX^+^ lining osteoblasts per bone perimeter in vertebrae showing a significant increase in *Prss56-Nf1*^*fl/fl*^ mutant mice compared to *Prss56-Nf1*^*+/+*^ control at 14-20 months of age (*n* = 13-14 vertebrae/group). **b** Quantification of the number of tdTom^+^OSX^+^ lining osteoblasts per bone perimeter in vertebrae showing a significant increase in mutant mice (*n* = 12-14 vertebrae/group). **c** Vertebrae stained with TRAP illustrating more osteoclasts (dark purple) in mutant mice. Scale bar 50 μm **d** Quantification of the number of osteoclasts per bone perimeter in vertebrae showing a significant increase in mutant mice (*n* = 9-15 vertebrae/group). **e** Increased ratio of the number of lining osteoblasts/osteoclasts in mutant mice (*n* = 8-9 vertebrae/group) **f** Ex-vivo high-resolution micro-CT images of L2 vertebrae, illustrating increased trabecular bone (Tb) in mutant mice. Scale bar 0.1 mm. **g** Ex-vivo high-resolution analyses per mouse showing increased trabecular bone volume/total volume (Tb. BV/TV) in mutant mice (*n* = 19-25 mice/group). Data are presented as mean ± SD. Statistical significance was determined using Mann–Whitney U test. *P* < 0.05 was considered statistically significant. **h** Positive correlation between mean of trabecular bone volume/total volume (Tb. BV/TV) and tdTom signal/volume of tissue per mouse in mutant mice (*n* = 25 mice). **i** Correlation analyses performed between the mean of trabecular bone volume/total volume (Tb. BV/TV) per mouse and kyphosis spine curvature per mouse showing left: no significant correlation in control mice (*n* = 18 mice), right: positive correlation in mutant mice (*n* = 25 mice). **j** Correlation analyses performed between the mean of tdTom signal/volume of tissue per mouse and kyphosis spine curvature per mouse showing left: no significant correlation in control mice (*n* = 10 mice), right: positive correlation in mutant mice (*n* = 25 mice). Correlation was evaluated using Pearson’s correlation coefficient

### The presence of paraspinal plexiform neurofibromas does not correlate with spine deformity in *Prss56-Nf1* KO mice

Given that *Prss56-Nf1* KO mice faithfully recapitulate paraspinal plexiform neurofibromas (ppNFs),^33^ which have been suspected to contribute to NF1 spine deformity,^42^ we further investigated the link between spine deformity and ppNFs. We analyzed spinal cord sections of *Prss56-Nf1*^*fl/fl*^ mutant mice to detect the paraspinal tumors identified as enlarged tdTom^+^ dorsal root ganglia compressing the spinal cord (Fig. S6a). *Prss56-Nf1*^*fl/fl*^ mutant mice were separated into two groups based on the presence or absence of ppNFs. We observed no significant differences in scoliosis and kyphosis spine deformities in *Prss56-Nf1*^*fl/fl*^ mutant mice with or without ppNFs (Fig. S6b). These results indicate that the development of paraspinal neurofibromas does not influence the prevalence of spine deformities in *Prss56-Nf1*^*fl/fl*^ mutant mice.

### Combined MEK and SHP2 inhibition prevents spine deformity in *Prss56-Nf1* KO mice

To explore potential pharmacological approaches for NF1 spine deformity, we targeted the hyperactivated RAS-MAPK pathway in 6-month-old *Prss56-Nf1* KO mice at the onset of spine deformity. Given the limited success of MAPK kinase (MEK) inhibitors in NF1 bone phenotypes, Perrin et al. tested an approach using a MEK inhibitor combined with an inhibitor of Src homology 2 containing protein tyrosine phosphatase 2 (SHP2) to target the MAPK pathway upstream of RAS.^27^ This combined treatment significantly improved tibial bone union in *Prss56-Nf1* mutant mice compared to SHP2 or MEK inhibitor alone. Thus, we tested the efficacy of combining the MEK inhibitor selumetinib^39^ and the SHP2 inhibitor RMC-4550^43^ in NF1 spine deformity. We treated *Prss56-Nf1*^*fl/-*^ mice, which reproduce the human genetic landscape of NF1, with combined selumetinib and RMC-4550 or vehicle by gavage for four weeks between 6 and 7 months of age (Fig. 5a). Combined treatment with selumetinib and RMC-4550 effectively prevented scoliosis in *Prss56-Nf1*^*fl/-*^ mice while 33.3% (5/15) and 50% (7/14) of vehicle-treated mice developed scoliosis by 12 and 16 months, respectively (Figs. 5b-d, S7a). One mouse with a scoliosis angle of 9.2° at 7 months presented scoliosis in the treated group. In addition, mice treated with combined selumetinib and RMC-4550 did not show progressive kyphosis angle at 12 and 16 months of age, whereas we found a significant increase in kyphosis angle in *Prss56-Nf1*^*fl/-*^ mice treated with the vehicle at 12 and 16 months of age (Figs. 5c-e, S7b). We quantified the tdTom^+^ signal in the vertebrae of *Prss56-Nf1*^*fl/-*^ mutant mice treated with vehicle or selumetinib and RMC-4550. Analyses of individual vertebrae from thoracic T8 to lumbar L2 region revealed that tdTom^+^ signal is significantly reduced in the lower thoracic-lumbar region (T11-L2) in *Prss56-Nf1*^*fl/-*^ mutant mice treated with selumetinib and RMC-4550 compared to mutant mice treated with vehicle (Figs. 5f, S7c). Immunostainings on vertebrae of 16-month-old mice showed a significant reduction in the percentage of tdTom^+^pERK^+^ cells and a significant increase in the percentage of tdTom^+^Cleaved Caspase3^+^ cells while no significant differences were detected in the percentage of tdTom^+^Ki67^+^ cells in *Prss56-Nf1*^*fl/-*^ mutant mice treated with selumetinib and RMC-4550 compared to vehicle-treated mice (Figs. 5g-i, S7d). Analyses showed no significant changes in the number of osteoclasts in *Prss56-Nf1*^*fl/-*^ mutant mice treated with combined inhibitor compared to vehicle-treated mice (Fig. S7e). Overall, these results show the efficacy of MEK-SHP2 inhibition in preventing the progression of spine deformities in *Prss56-Nf1* mutant mice, demonstrating its therapeutic potential.

**Fig. 5:**
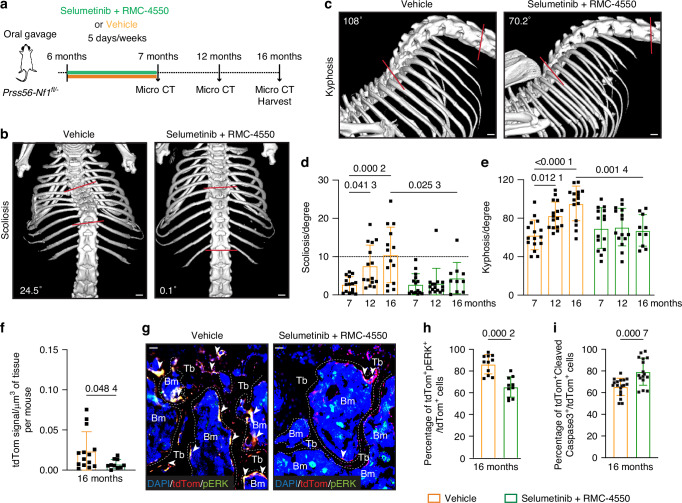
Combined MEK/SHP2 inhibition prevents spine deformity in *Prss56-Nf1* KO mice. **a** Experimental design. *Prss56-Nf1*^*fl/-*^ mice were treated by oral gavage with selumetinib (MEK inhibitor) and RMC-4550 (SHP2 inhibitor) or vehicle five days/week for four weeks starting at 6 months of age. Micro-CT scans were performed in vivo at 7-, 12-, and 16 months of age. In vivo micro-CT images of the spine in 16-month-old *Prss56-Nf1*^*fl/-*^ mutant mice treated with vehicle or selumetinib and RMC-4550 illustrating scoliosis in coronal view (**b**) and kyphosis in sagittal view (**c**) in mice treated with vehicle, and absence of scoliosis (**b**) and kyphosis (**c**) in selumetinib and RMC-4550 treated mice. The respective Cobb angle measured between the two red lines drawn parallel to the endplate cartilage of most tilted vertebrae is indicated. Scale bar: 1 mm. Quantitative analyses of the spine angle performed in 7-, 12-, and 16-month-old mutant mice showing (**d**) the presence of scoliosis in 33.3% (5/15) and 50% (7/14) of mice treated with vehicle and 6.6% (1/15) and 10% (1/10) of selumetinib and RMC-4550 treated mice at 12 and 16 months of age respectively and (**e**) a significant increase of kyphosis angle at 12 and 16 months of age in mice treated with the vehicle but not in mice treated with selumetinib and RMC-4550 (*n* = 10-15 mice/group). Data are presented as mean ± SD. Statistical significance was determined using two-way ANOVA followed by Tukey’s multiple comparisons test. *P* < 0.05 was considered statistically significant. **f** Quantification of tdTom signal/volume of tissue per mouse showing a significant decrease in selumetinib and RMC-4550 treated mutant mice (*n* = 10-14 mice/group). **g** Immunofluorescence images showing more tdTom^+^ cells co-expressing pERK (white arrowhead) in vehicle treated compared to selumetinib + RMC-4550 treated mutant mice at 16 months of age. Tb = trabecular bone, Bm = Bone marrow. Scale bar 50 μm. **h** Quantification of the percentage of tdTom^+^pERK^+^ cells revealing a significant decrease in the vertebrae of selumetinib + RMC-4550 treated mutant mice (*n* = 10-11/group). **i** Quantification of the percentage of tdTom^+^ Cleaved Caspase3^+^ cells revealing a significant increase in the vertebrae of selumetinib + RMC-4550 treated mutant mice (*n* = 16-18 vertebrae/group). Data are presented as mean ± SD. Statistical significance was determined using Mann–Whitney U test. *P* < 0.05 was considered statistically significant

## Discussion

In this study, we report that the *Prss56-Nf1* KO mouse model accurately recapitulates NF1-related spine deformity. Analyses performed on *Prss56-Nf1* mutant mice revealed progressive scoliosis, kyphosis, and kyphoscoliosis, closely mirroring the spine deformities observed in patients with NF1. In *Prss56-Nf1* mutant mice, we also detected vertebral anomalies resembling structural anomalies observed in NF1. Interestingly, vertebral fusion appeared as early as 3 months of age, before detectable spine deformity, highlighting a critical period of vertebral development vulnerable to *Nf1* inactivation. Unlike previous models,^22,31^ where spine deformities were congenital and lacked the context of NF1 pathology, the *Prss56-Nf1* model captures both the postnatal onset of NF1-related spine deformity and the multisystemic complexity, making it a valuable tool for studying this condition in parallel with other NF1 symptoms. Despite the presence of ppNFs in the *Prss56-Nf1* model, we found no significant correlation between ppNFs and spine deformity. This suggests that cell alterations driven by the *Nf1* mutation, rather than mechanical compression or paracrine factors from tumors, play a critical role in spine deformities, shifting the focus toward targeting molecular pathways in affected cell types for treating NF1 spine deformity.

Lineage tracing revealed that tdTom^+^ cells from the Prss56 lineage contribute to vertebral bone formation, corresponding mainly to bone cells. This challenges the traditional view that neural crest-derived cells only contribute to the cranial bone. Another study further supports the broader potential of neural crest-derived populations to partially contribute to trunk skeletal formation.^44^ Interestingly, we observed variability in the distribution of tdTom^+^ cells across different vertebrae, which may be influenced by regional factors that regulate their fate during development. To build on this observation, further investigation is needed to explore the mechanisms driving and influencing the behavior of *Prss56*-expressing cells and their derivatives. This finding opens new avenues for understanding the role of neural crest-derived subpopulations and, specifically, BC derivatives in normal and pathological conditions and will be relevant for explaining the heterogeneity of clinical manifestations observed in NF1 patients.

The increase in tdTom^+^ signal in mutant vertebrae from embryonic stages to adulthood, and particularly the increase of tdTom^+^ osteoblasts within the trabecular bone, suggests that early *Nf1* mutations in Prss56 lineage influence proliferation, likely due to disrupted RAS-MAPK signaling. The increased activity in osteoblasts proliferation and RAS-MAPK signaling was confirmed by single-cell RNA-seq analysis. 

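Mki67 (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361), which encodes the proliferation antigen Ki67, had 54 UMIs in the osteoblast-like cells of the 3-month library labelled control and 0 in those of the 3-month library labelled mutant, at least 3.57-fold lower with 3 counts in place of the 0, where the ratio has an upper counting limit of 0.356. Nf1 mRNA was not lower in the latter library. Osteoblast-like cells of the 12–16-month libraries had 0 UMIs of Mki67 under the control label and 16 under the mutant label, at least 3.07-fold higher with 3 counts in place of the 0, where the ratio has a lower counting limit of 2.22. The cell cycle list as a whole had 549 UMIs (1389.7 CPM) and 5 UMIs (63.8 CPM) in the osteoblast-like cells at 3 months, a ratio of 0.0459 (0.0148 to 0.108), and 434 of the 549 UMIs lay in 3 of the 19 cells labelled control. At 12–16 months the ratio was 1.04 (0.711 to 1.55), from 234 and 245 CPM, and no difference was detectable at this depth. These values depended on single cells, since without the cell with the most counts in each library the log2 ratio of the list was 1.11 against 0.06, and the log2 bound of Mki67 was 0.38 against 1.62. The bounds of Mki67 at both ages take UMIs as independent. Where few cells hold the counts, they do not limit the difference between the libraries.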

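In the SSPC-like cells, the MAPK target list had 654 CPM under the control label and 928 CPM under the mutant label at 3 months, a ratio of 1.42 (1.02 to 1.96), in libraries of which the one labelled mutant did not have less Nf1 mRNA. The list had 806 and 718 CPM at 12–16 months, a ratio of 0.891 (0.680 to 1.18), which was not detectable as a difference at this depth. Median scores after thinning differed by 0.0310 at 3 months (SDs 0.0866 over 9 cells and 0.0262 over 5 cells, 0.0859 without thinning) and by −0.0193 at 12–16 months (SDs 0.0279 over 4 cells and 0.0754 over 28 cells, −0.0254 without thinning). Thinning to 2000 UMIs, which left out 2 cells of the 12–16-month library labelled mutant, turned both signs, to −0.0275 and 0.00641. The difference of means stayed positive at 3 months (0.0443 against 0.0504) and turned at 12–16 months (0.00844 against −0.0119). Among cells with an Xist UMI and no Y-linked UMI, a setting chosen after the data were seen, the log2 ratio of the list at 12–16 months was 0.28 against −0.17.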

In the *Prss56-Nf1* model, the *Nf1*^*−/−*^ osteoblasts maintained a high RAS-MAPK pathway activity throughout adulthood, and this was associated with increased RAS-MAPK pathway activity in mutant cartilage endplate chondrocytes and progenitor populations. *Nf1* mutation in osteoblasts also affected their osteogenic differentiation with a delay in maturation and mineralization, suggesting alterations in mutant vertebrae ossification.

Both the alteration in osteoblast cell function and increased irregular distribution of tdTom^+^ osteoblasts across the mutant vertebrae likely contribute to the variability in NF1 spine phenotypes in mutant mice. This led us to analyze individual vertebrae and establish a correlation between increased tdTom^+^ signal in trabecular bone and increased trabecular bone volume, while cortical bone remained unaffected. The increase in the number of tdTom^+^ osteoblasts in vertebrae paralleled the increase in the number of osteoclasts. However, their ratio remained significantly higher in mutant mice, indicating an imbalance between bone formation and resorption, and leading to excessive trabecular bone mass. Increased bone mass aligns with results in the *Col1a1Cre* model, where *Nf1* is inactivated in osteoblasts.^30^ In contrast, the *Col2a1Cre* model, with *Nf1* mutation in chondrocytes and osteoprogenitors, showed reduced bone mass.^31^ We revealed a significant correlation between the increase in the tdTom^+^ signal or the increase in trabecular bone volume with the kyphosis angle in *Prss56-Nf1* mutant mice, suggesting a link between the number of *Nf1*-deficient cells in vertebrae and the severity of the phenotype. Overall, the cascade of changes from the cellular level to the tissue structure elucidates a critical pathway through which *Nf1* mutations lead to spinal deformity involving *Nf1*^*−/−*^ osteoblasts of the Prss56 lineage as the cellular origin. Further investigation is essential to explore the cell origins of NF1-related spine deformity in patients and to bridge the gap between findings in *Prss56-Nf1* KO mouse models and in patients with NF1, widening the way for therapeutic strategies.

The *Prss56-Nf1* model effectively replicates both neural and skeletal symptoms, including not only plexiform and cutaneous neurofibromas, skin hyperpigmentation, and tibial pseudarthrosis,^27,33^ but also spine deformity. This reflects the complexity of NF1 disease and points to a critical role of BC cells as a common cellular origin for the diverse NF1 symptoms. Yet, different pathogenic mechanisms appear to drive these symptoms. Tibial pseudarthrosis involves both the paracrine effects of *Nf1*^*−/−*^ Schwann cells and cell-autonomous effect on *Nf1*^*−/−*^ skeletal stem progenitors. We found that spine deformity in the *Prss56-Nf1* mouse model was mainly associated with the presence of *Nf1*^*−/−*^ osteoblasts. These findings emphasize the complexity and variability of pathogenic mechanisms in the *Prss56-Nf1* model of NF1-associated bone disease, suggesting that different skeletal regions may be vulnerable to distinct pathogenic processes, even within the same individual. This highlights the importance of addressing both neural and skeletal components when developing treatments for NF1 and, most importantly, the consequences of *Nf1* loss in diverse cell types and physiological processes. This prompted us to explore a pharmacological approach targeting this pathway postnatally to reduce the progression of the symptoms efficiently. We treated *Prss56-Nf1*^*fl/-*^ mutant mice with a combination of selumetinib and RMC-4550 to block hyperactivated RAS pathways. This combination effectively prevented the progression of spine deformities and reduced the tdTom^+^ signal in vertebrae, further indicating that tdTom^+^ cells play a significant role in the manifestation of spine deformity. Likely, the reduction of tdTom^+^ signal in treated mutant mice may have contributed to maintaining vertebral bone volume equilibrium along the vertebral column. These results suggest that targeting the RAS-MAPK pathway could be a promising strategy to alleviate NF1 spine deformity in clinical settings.

## Methods

### Mice

C57BL/6, *R26tdTomato* (*R26*^*tdTom*^),^45^ *Nf1*^*flox*^ (*Nf1*^*fl*^), *Nf1*-knock out (*Nf1*^*-*^)^46^ were obtained from Jackson Laboratory (Bar Harbor, ME). *Prss56*^*Cre*^ mice were provided by Piotr Topilko.^33,34^ All mice were housed in a pathogen-controlled, ventilated cage with 12:12-h light: dark cycles and ad libitum access to water and food at the animal facilities at IMRB, Creteil. Genotypes were verified by PCR, utilizing tail DNA. Males and females were included in experimental groups with no specific randomization method. Controlled breeding was conducted to collect embryos at days E12.5, 13.5, 14.5, 17.5, and at birth (P0). Samples were labeled at the collection for blinded analyses.

### Micro-computed tomography (micro-CT)

Mice were anesthetized with a concentration of 2.5% isoflurane delivered in oxygen and scanned in vivo at 3, 6, 12, and 14–20 months of age using a Quantum FXCaliper micro-CT system (PerkinElmer, Waltham, MA) at 90 kV, 160 μA. For most mice, follow-up scans were performed at multiple time points to monitor changes over time. The last scan was performed at 16-17 months of age in *Prss56-Nf1*^*+/+*^ control mice. In *Prss56-Nf1*^*fl/fl*^ and *Prss56-Nf1*^*fl/-*^ mutant mice, the last scan was performed from 14 months of age, depending on the prevalence of plexiform neurofibromas progressing to malignant peripheral nerve sheath tumors that required earlier sacrifice of the animals. A 40 mm field of view (FOV40) and 80 μm voxel size were used to evaluate the spinal column. Spine angles were quantified in 2D projection using Horos software and the Cobb technique.^47^ Parallel lines were drawn from the superior to the inferior-most tilted vertebral endplate adjusted at the level of scoliosis curvature on a coronal view between the thoracic (T2) to the lumbar (L4) region. Cobb angles greater than or equal to 10 degrees were considered scoliosis. Kyphosis angle was measured on sagittal view between lines drawn parallel to the superior thoracic (T8) and the inferior lumbar (L2) vertebral endplates. For high-resolution ex vivo scans, vertebrae were collected postmortem, scanned at 10 μm voxel size (FOV 5 mm), and analyzed with CTan (v1.17.7.2, Bruker, Germany). Cortical and trabecular compartments were segmented manually on 1 mm sections, and bone parameters including bone volume/ total volume (BV/TV, %), trabecular number (Tb.N, mm^−1^) and trabecular thickness (Tb.Th, μm) were analyzed in individual vertebrae in the region from thoracic (T8) to lumbar (L2).

### Tissue sample processing and histology

Samples were collected at embryonic day 12.5, 13.5, 14.5, 17.5, neonatal (P0), and adult (3 and 14–20 months) stages. The spinal column was fixed in 4% paraformaldehyde PFA (sc-281692, CliniSciences) for 4 or 24 h with constant shaking at 4 °C, rinsed in PBS, and decalcified in 19% EDTA (EU00084, Euromedex) at pH = 7.4 for 1 day (P0) or 10 days (adult), while other samples remained undecalcified as required from the experimental design. Samples were cryoprotected in 30% sucrose (200-301-B, Euromedex) for 24 h, embedded in cryoprotectant freezing tissue medium OCT (F/TFM-C, MM France), sectioned longitudinally (T3–T13, L1–L6), and stored at –20 °C. Decalcified sections were cut at 7 μm (embryo) or 10 μm (P0/adult). Undecalcified sections were prepared at 5 μm using Kawamoto’s Film Method Cryofilm type 3 C (16UF).^48^ Sections were stained with Safranin’O for cartilage, Masson’s Trichrome for bone, TRAP for osteoclasts, and Von Kossa/Van Gieson for mineralization. Every thirtieth of sections was mounted with Fluoromount-G DAPI staining to trace tdTom^+^ cells in the vertebrae and to detect the ppNFs. Images were acquired with ZEISS Axioscan 7 Colibri and Zeiss Imager D1 AX10 light microscope (Carl Zeiss Microscopy GmbH).

### Histological staining

#### Masson’s trichrome (TC)

Sections were hydrated, stained in hematoxylin, Red Mallory, phosphomolybdic acid, light green and finally dehydrated before mounting as described.^27^

#### Safranin’O (SO)

Sections were hydrated, stained with Weigert’s solution, Fast Green, Safranin’O and then dehydrated and mounted as described.^27^

#### Tartrate-resistant acid phosphatase (TRAP)

Sections were hydrated for 5 min, placed in pre-warmed TRAP staining solution mix (387 A, Sigma Aldrich), and incubated at 37 °C for 20 min. After counterstaining with 0.01% Methylene blue for 1 min, rinsing in distilled water, sections were mounted with Fluoromount-G mounting medium with DAPI (00-4959-52, Life Technologies). Purple-labeled cells along the trabecular bone surface were counted in 3 individual vertebrae/section/mouse using QuPath. Osteoclasts number was normalized to the bone perimeter (mm) per vertebra.

#### Von Kossa/Van Gieson

Undecalcified sections were rehydrated in distilled water for 5 min and incubated with 5% silver nitrate solution light protected for 20 min. Slides were rinsed in distilled water, treated with sodium carbonate+formaldehyde for 2 min, and washed. Counterstaining was performed with Van Gieson’s stain (mixture of saturated picric acid and acid fuchsin) for 10 min, followed by washes, dehydration, and coverslipping. Calcium deposits appeared black, collagen red/pink, and yellow-brownish muscle/bone marrow. Counting was performed in 3–5 vertebrae/section/mouse using QuPath. The osteoid surface was normalized to the total bone surface (mm^2^) per vertebra.

### Immunostaining

Cryosections were defrosted at room temperature for 30 min, light protected, rehydrated in PBS for 5 min. Sections were incubated for 1 h at room temperature in 5% serum/0.25% Triton PBS with primary antibodies Sox9 (ab185230, Abcam) dilution 1:1 000, OSX (ab22552, Abcam) dilution 1:200, pERK (9101S, Ozyme) dilution 1:200, Cleaved Caspase-3 (Asp175, Ozyme) dilution 1:200, or Ki67 (ab15580, Abcam) dilution 1:200, overnight at 4 °C. Antigen retrieval (citrate buffer, 95 °C–20 min, 4 °C–20 min) was applied for OSX and pERK. Secondary antibody Alexa Fluor 488 goat anti-rabbit Ig (A-11034, Invitrogen) dilution 1:1 000 was applied at room temperature for 1 h. Sections were mounted with Fluoromount-G/DAPI (00-4959-52, Life Technologies). Positive controls validated stainings.

### Fluorescent signal quantification

The volume of tdTom^+^ signal in the vertebral body (including trabecular, cortical bone, and cartilage endplate) was measured on 3 sections 300 μm apart as described,^27^ captured using 10X objective, and the tdTom^+^ surface was measured using Zen Software v1.1.2.0 (Carl Zeiss Microscopy GmbH). Volumes of tdTom^+^ signal per vertebra and total tissue were calculated using the formula: $${volume}=\,\frac{1}{3}h{\sum }_{1}^{n-1}({A}_{i}+{A}_{i+1}+\sqrt{{A}_{i}* {A}_{i+1}})$$ with A_i_ and A_i+1_: with A_i_ and A_i+1_ being the areas of the vertebral body, h distance between A_i_ and A_i + 1_ (300 μm) and n the total number of sections analyzed.

The tdTom^+^ signal surface were quantified using Zen Software v1.1.2.0 in the trabecular and cortical bone, intervertebral disc, cartilage endplate, and periosteum on vertebrae captured with 20X objective, and normalized on the total tissue surface.

OSX^+^ and tdTom^+^OSX^+^ lining osteoblasts along the trabecular bone were counted and normalized to the trabecular bone perimeter (mm) using QuPath. The positive cell number in vertebrae was determined for each section.

The number of tdTom^+^pERK^+^ , tdTom^+^Cleaved Caspase3^+^ , tdTom^+^Ki67^+^ cells in the cartilage endplate and vertebral body were counted separately in each vertebra and normalized to the tdTom^+^ cell number using QuPath. The cell percentage was determined for each vertebra.

### RNAscope in situ hybridation

RNAscope® Multiplex Fluorescent Assay V2 (Biotechne) was used to detect *Prss56* and *tdTom* transcripts at E12.5-14.5 and 3 months as described.^27^ Briefly, samples were fixed in 4% PFA, cryoprotected, sectioned at 10 μm, and processed following manufacturer’s guidelines: 15 min post-fixation in 4% PFA, ethanol dehydration, 10 min of H_2_O_2_, 5 min of target retrieval at 95 °C, and 30 min of protease III treatment. After hybridization and revelation, the sections were mounted under a glass coverslip with Prolong Gold Antifade (P10144, Thermo Fischer). For adult sections, target retrieval and protease III treatment were replaced by incubation in ACD custom reagent for 30 min at 40 °C. Sections were pictured and analyzed using Zeiss LSM800.

### Single-cell RNA sequencing tissue processing

Thoracic-lumbar vertebrae (T11-L2) with detectable tdTom^+^ signal were collected at 3- and 12-16-month-old from *Prss56-Nf1*^*+/+*^ control and *Prss56-Nf1*^*fl/fl*^ mutant mice. Muscle, spinal cord, and dorsal root ganglia were removed and confirmed by observation under a fluorescent microscope. The tissues were minced using a scalpel and scissors, and digested with 1 mg/mL of Collagenase (C6885, Merck) and 2 mg/mL of Dispase (D4693, Merck) in PBS for 20 min at 37°. Later, 10 μL/mL of 1% DNAse (WOLS02007, Serlabo, France) were added and incubated for 10 min at 37 °C. The supernatant was filtered and collected in sorting buffer composed of MEM-alpha and 10% FBS. The remaining tissue underwent a second step of digestion with 2 μL/mL of 1% DNAse for 20 min at 37 °C. Collected cells were centrifuged at 4 °C for 10 min, supernatant was discarded, and the cells were resuspended in sorting buffer and incubated for 30 min with antibodies for immune and endothelial cells CD11b-BV786 (BD Biosciences 740861), CD31- BV786 (BD Biosciences 740879), CD45-BV786 (BD Biosciences 564225) on ice and light protected. The cells were washed, resuspended in sorting buffer, and Sytox Blue (S34857, Thermo Fisher Scientific) was added to stain dead cells. Using Influx Cell Sorter, the immune, endothelial, and dead cells were sorted and discarded, while tdTom^+^ cells were collected. A total of 4 000 to 20 000 cells were loaded into the 10x Chromium Controller and libraries were prepared with Chromium Single Cell Next GEM 3′ Library & Gel Bead Kit v3.1 (10x Genomics) according to the manufacturer’s instructions. Sequencing was performed using Nextseq550 (Illumina) followed by reads alignment on the mm10 mouse genome following the Cell Ranger count pipeline.

### Single-cell RNA sequencing analyses

Single-cell RNAseq analyses were performed using Seurat 5.0.3 and Rstudio v.2023.12.1 + 402.

### Filtering and clustering using Seurat

Aligned scRNAseq datasets were corrected for ambient RNA using SoupX v1.6.2 and the genes expressed in less than 5 cells were removed. Each dataset was filtered to retain only cells with more than 750 RNA counts, expressing more than 500 genes and expressing less than 7% of mitochondrial genes. 

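Applied to the deposited counts, these filters kept 717 of the 922 barcodes of the 3-month library labelled control, 484 of 542 of the 3-month library labelled mutant, 135 of 163 of the 12–16-month library labelled control and 421 of 545 of the 12–16-month library labelled mutant. The paper's reported numbers for these libraries are 607, 472, 125 and 418 cells. The SoupX correction that the paper applied before its filters was taken not to be included in the deposited counts and was not repeated. The passing cells held 9429264, 7287981, 2154537 and 4398951 UMIs, and their median share of mitochondrial counts was 1.44%, 1.70%, 1.56% and 1.93%. Without these filters, which moved the numbers most, all 2172 barcodes are kept, against 1757. A limit of 5% mitochondrial counts kept 1713 cells in all and one of 10% kept 1797. Scrublet called 2, 4, 9 and 4 doublets in the 4 libraries, or 0.279%, 0.826%, 6.67% and 0.950% of the passing cells.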

We obtained approximately 607, 125, 472 and 418 cells from 3- and 12-16-month-old *Prss56-Nf1*^*+/+*^ control and *Prss56-Nf1*^*fl/fl*^ mutant mice, respectively. Integration of the datasets was performed using the CCA method. Contamination from immune cells, smooth muscle cell and endothelial cells were removed from the analyses. Clustering was performed using the first 20 principal components and a resolution of 0.4.

### Gene ontology (GO)

Differentially expressed genes in mutant vs control were obtained with Seurat’s FindMarkers function. Genes upregulated in the mutant with adj. *P* < 0.05 and log_2_FC > 0.5 were selected to do a gene ontology analysis using clusterProfiler (v4.10.1).

### MAPK pathway activation and proliferation score

Scores were calculated based on the average expression of the list of genes from the 2024 version of the Gene Ontology terms “Positive regulation of MAPK cascade” and “Positive regulation of cell population proliferation” using the AddModuleScore function.

### Selumetinib and RMC-4550 in vivo treatment

At 6 months of age, *Prss56-Nf1*^*fl/-*^ mutant mice were treated by daily oral gavage (5 days/week, 4 weeks). Mice received a combination of 25 mg/kg selumetinib (HY-50706, Clinisciences) and 30 mg/kg RMC-4550 (Revolution Medicines, Inc., Redwood City, CA), or vehicle. Selumetinib was dissolved in 0.5% methylcellulose/0.2% Tween-80 and RMC-4550 in a solution of 0.9% NaCl/2.13% 1 mol/L HCl. The vehicle group was treated with 0.9% NaCl/2.13% 1 mol/L HCl. Mice were scanned in vivo at 7, 12, and 16 months of age in the small Animal Platform of Paris Cité University (EA2496, Paris Cité), as described above.

### Statistical analyses

Data are reported as mean ± standard deviation with *n* representing mice or vertebrae. Statistical analyses were performed using GraphPad Prism. Statistical comparisons used for two groups were Mann-Whitney test, for ≥3 groups were one-way/two-way ANOVA with Tukey’s multiple comparisons post-hoc test or correlation/regression analysis. Correlation analysis and simple linear regression were performed to assess the correlation between parameters. *P* < 0.05 was considered significant. Tests are specified in figure legends. All experiments were replicated at least twice.

### Study approval

All procedures performed were approved by the Paris Est Creteil University Ethical Committee (APAFIS #50387-202312221643271 v8, #33818-2021110818301267 v5 and #27181-202009141201846 v5).

## Supplementary information

Supplemental material unmarked

## Data Availability

The single-cell RNA-seq datasets generated for this study are deposited in GEO (GSE305286).

# Supplementary material for: Pharmacological inhibition of RAS pathway alleviates spine deformity in a mouse model of neurofibromatosis type 1
**Source:** Bone Res. 2025 Dec 16;13:103. doi: 10.1038/s41413-025-00492-3
**Supplement:** Supplementary file 1 — Supplemental material unmarked

1     Pharmacological inhibition of RAS pathway alleviates spine deformity in  
2                                    a mouse model of Neurofibromatosis Type 1

3

4                                    Supplemental material

## Supplemental Figures

### Supplemental Figure 1: *Prss56-Nf1* KO mice recapitulate NF1 spine deformity

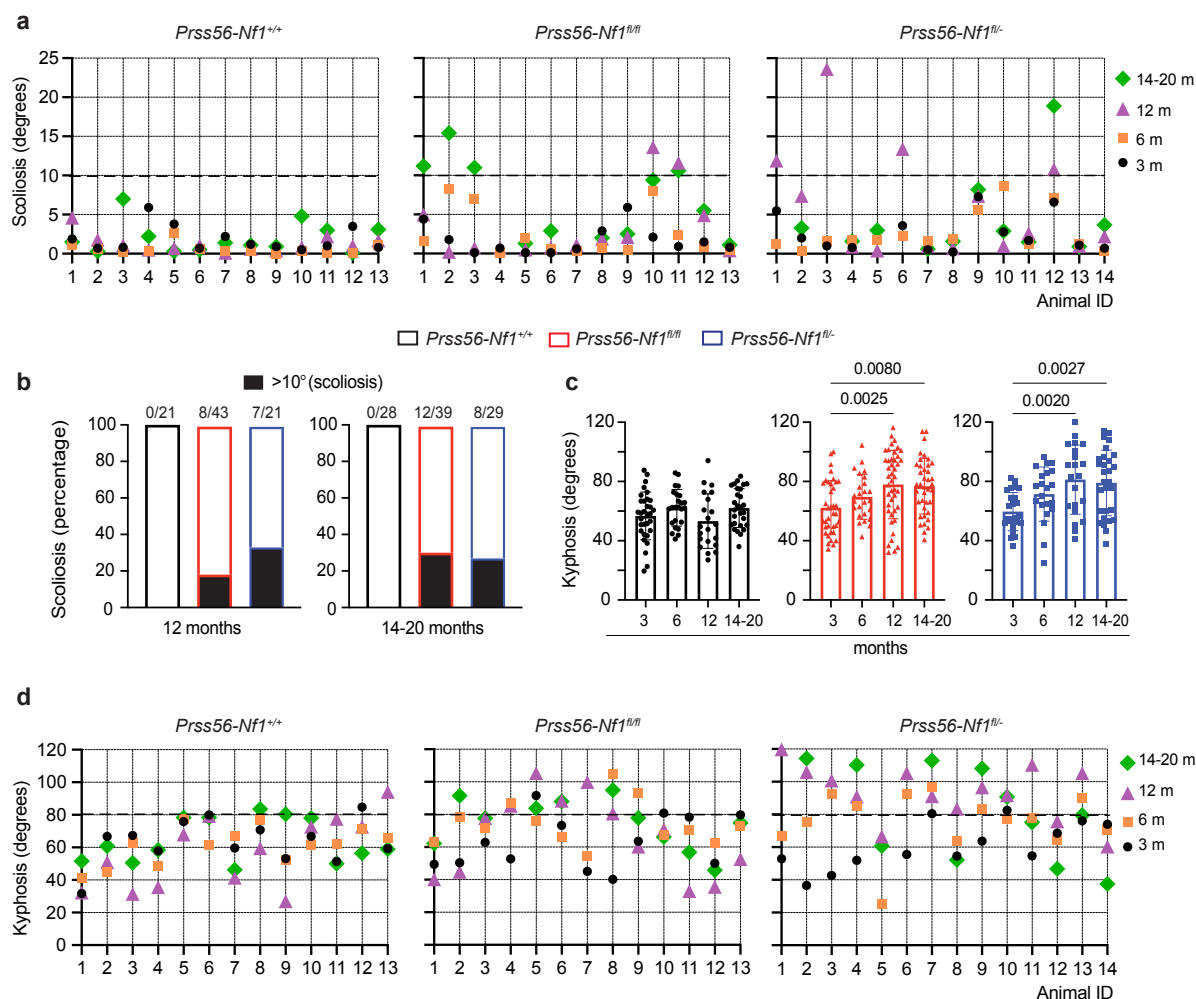

**a.** Graphs showing scoliosis angle followed overtime in individual mice from each genotype *Prss56-Nf1*<sup>+/+</sup> control and *Prss56-Nf1*<sup>fl/fl</sup> and *Prss56-Nf1*<sup>fl/-</sup> mutant mice. Scoliosis was defined as a lateral curvature >10°. Each animal ID present one mouse evaluated at 3-, 6-, 12- and 14-20 months of age. Scoliosis is present in *Prss56-Nf1*<sup>fl/fl</sup> and *Prss56-Nf1*<sup>fl/-</sup> mutant mice beginning at 12 months of age while *Prss56-Nf1*<sup>+/+</sup> control mice do not show scoliosis (n=13-14 mice/group). **b.** Graphs of percentage showing 0% (n= 0/21) and (n=0/28) of *Prss56-Nf1*<sup>+/+</sup> control mice, 18.6% (n=8/43) and 30.7% (n=12/39) of *Prss56-Nf1*<sup>fl/fl</sup> and 33.3% (n=7/21) and 27.5% (n=8/29) of *Prss56-Nf1*<sup>fl/-</sup> mutant mice with scoliosis at 12 and 14-20 months of age respectively. **c.** Analyses showing a progressive increase of kyphosis angle at 3, 6, 12, and 14-20 months of age in *Prss56-Nf1*<sup>fl/fl</sup> and *Prss56-Nf1*<sup>fl/-</sup> mutant, but not in *Prss56-Nf1*<sup>+/+</sup> control mice (n=21-43 mice/group). Data are presented as mean ± SD. Statistical significance was determined using one-way ANOVA followed by Tukey's multiple comparisons test. *p* < 0.05 was considered statistically significant. **d.** Graphs showing kyphosis angle followed overtime in individual mice from each genotype *Prss56-Nf1*<sup>+/+</sup> control and *Prss56-Nf1*<sup>fl/fl</sup> and *Prss56-Nf1*<sup>fl/-</sup> mutant mice. Each animal ID present one mouse evaluated at 3-, 6-, 12- and 14-20 months of age. Kyphosis angle >80° are present in *Prss56-Nf1*<sup>fl/fl</sup> and *Prss56-Nf1*<sup>fl/-</sup> mutant mice beginning at 12 months of age while *Prss56-Nf1*<sup>+/+</sup> control mice do not show kyphosis (n=13-14 mice/group).

## Supplemental Figure 2: *Prss56-Nf1* KO mice recapitulate NF1 spine deformity associated with vertebral anomalies

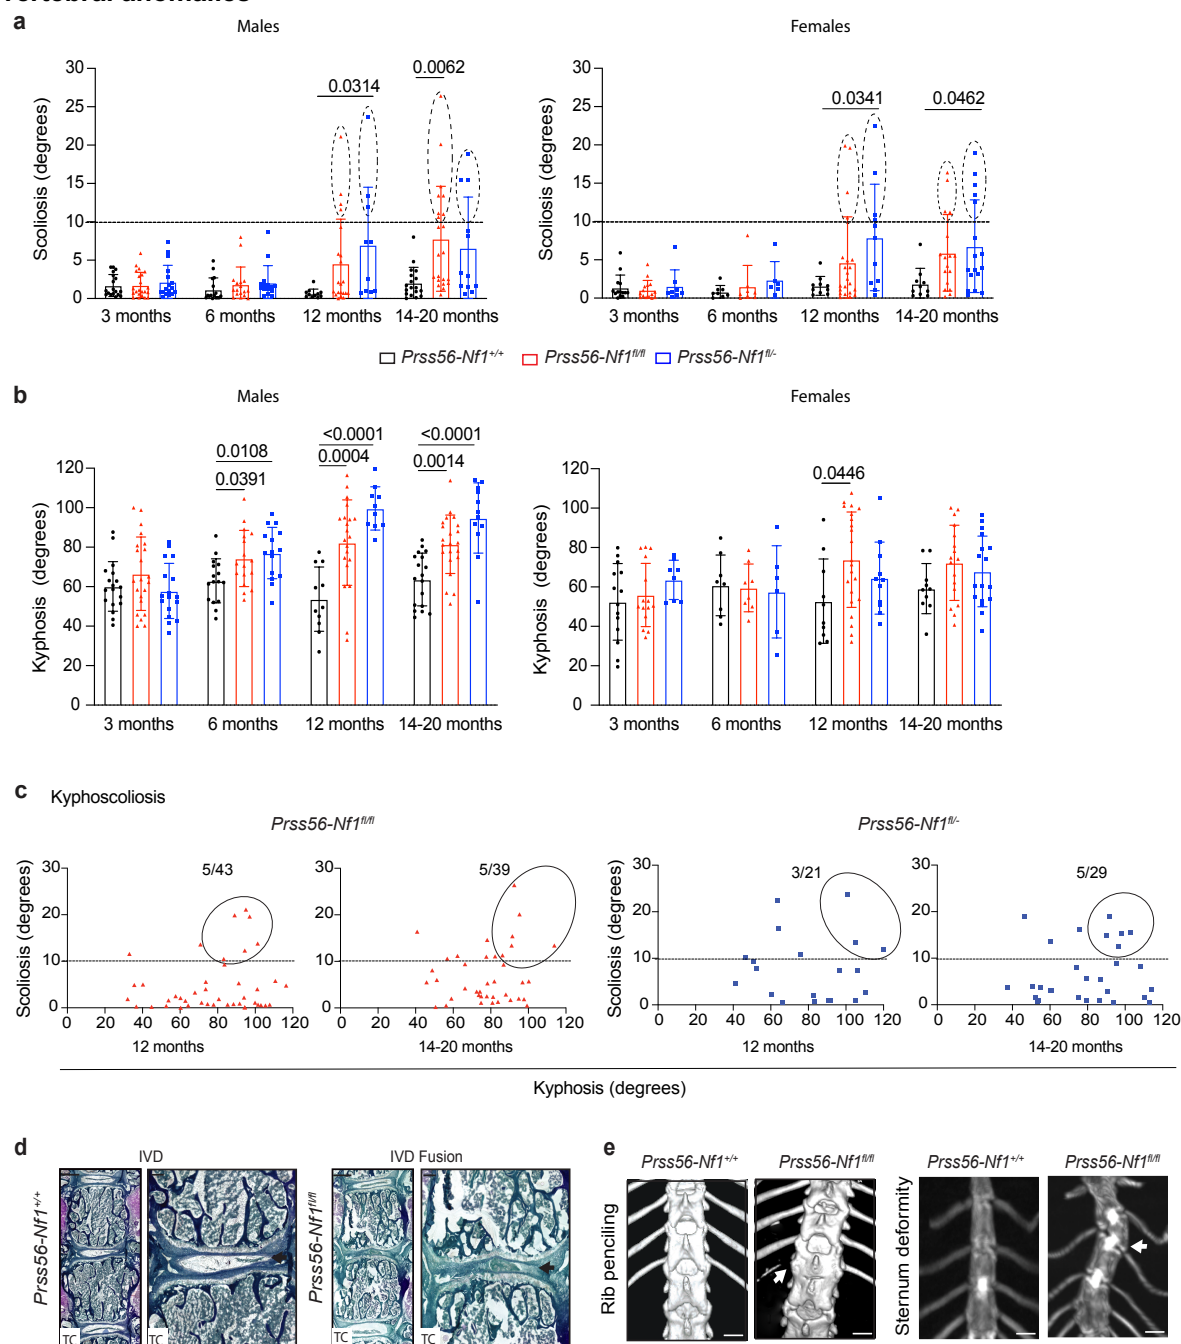

**a.** Analyses of scoliosis angle in male and female mice at 3-, 6-, 12-, and 14–20 months of age. Scoliosis was observed in both male and female *Prss56-Nf1*<sup>fl/fl</sup> and *Prss56-Nf1*<sup>fl/-</sup> mutant mice (dotted circles) from 12 months but not in *Prss56-Nf1*<sup>+/+</sup> control mice (n=6-22 mice/group). **b.** Analyses of kyphosis angle in male and female mice at 3-, 6-, 12-, and 14-20 months of age. Significant increase of kyphosis was observed in males *Prss56-Nf1*<sup>fl/fl</sup> and *Prss56-Nf1*<sup>fl/-</sup> mutant mice from 6 months of age compared to *Prss56-Nf1*<sup>+/+</sup> control mice (n=6-22 mice/group). Data are presented as mean ± SD. Statistical significance was determined using one-way ANOVA followed by Tukey's multiple comparisons test.  $p < 0.05$  was considered statistically significant. **c.** Graphs showing kyphoscoliosis (circles) in 11.62% (5/43) and 12.82% (5/39) of *Prss56-Nf1*<sup>fl/fl</sup> and 14.28% (3/21) and 17.24% (5/29) of *Prss56-Nf1*<sup>fl/-</sup> mutant mice at 12 and 14-20 months of age respectively. **d.** Vertebrae stained with Trichrome (TC) illustrating normal intervertebral disc in control mice left panel (black arrow) and intervertebral disc fusion in mutant right panel (black arrow) at 14-20 months of age. Scale bars: low magnification 200 μm, high magnification 100 μm. **e.** Micro-CT images illustrating rib penciling and sternum deformity (white arrows) in mutant mice compared to control mice at 14-20 months of age. Scale bar 1 mm.

**Supplemental Figure 3: *Prss56*-derived *Tdtom*<sup>+</sup> cells localized in the vertebrae are significantly increased starting from the embryonic stage until adulthood in *Prss56-Nf1* KO mice**

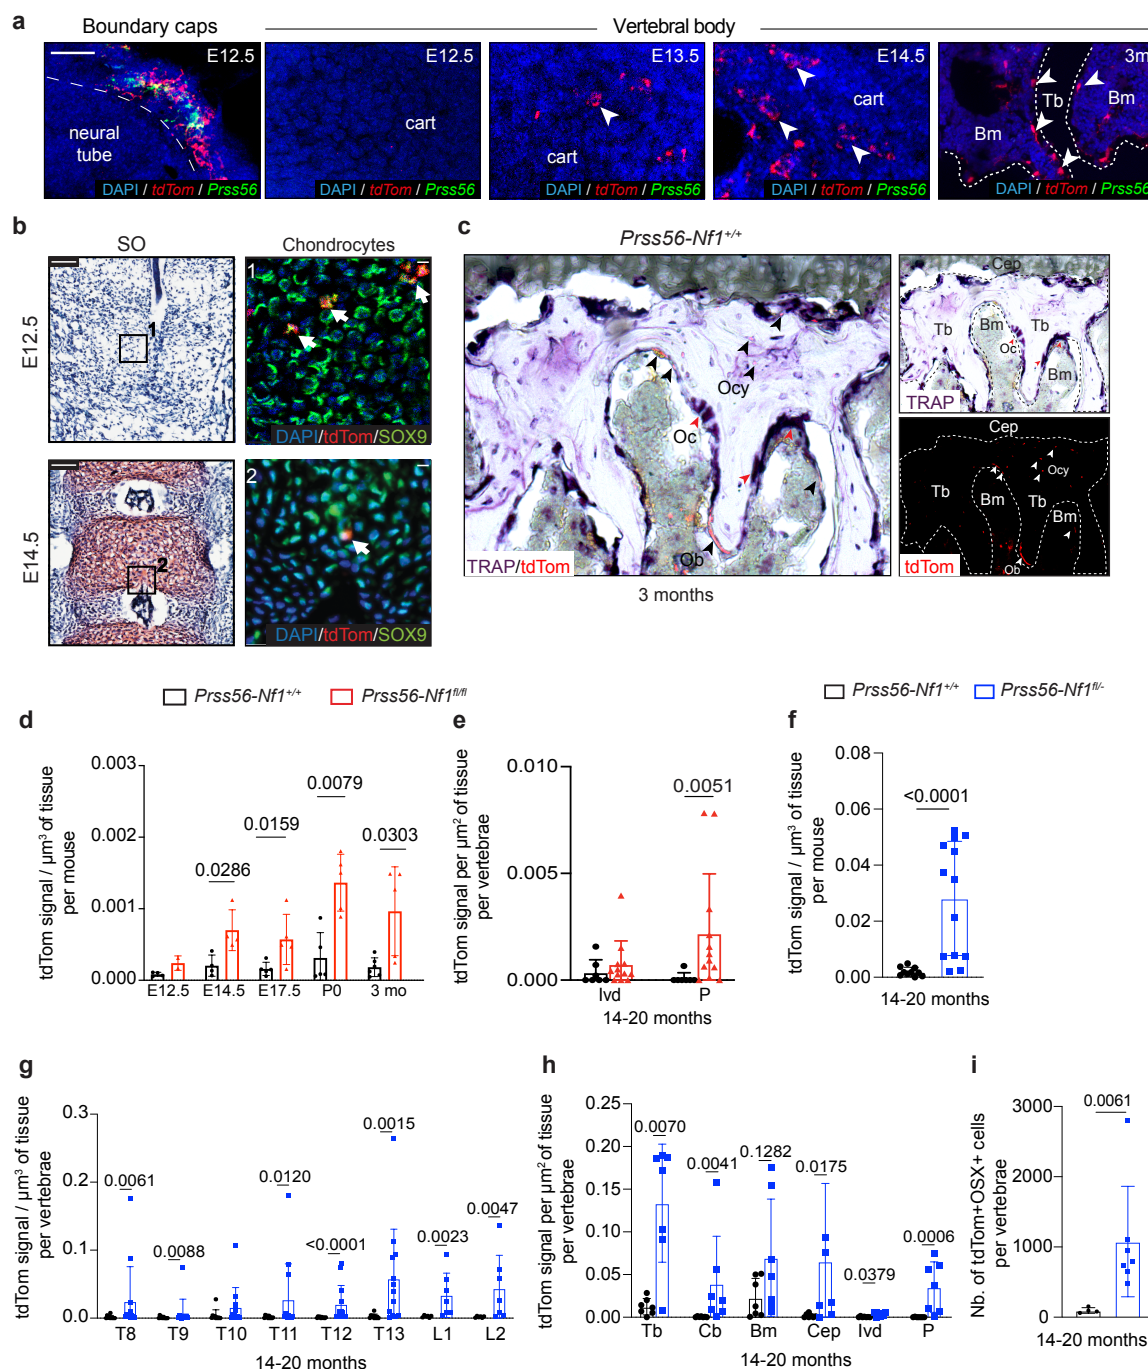

**a.** RNAscope experiment using *tdTom* and *Prss56* probes on boundary caps and vertebrae body from embryonal stages E12.5, E13.5, and E14.5 and 3 months of age in *Prss56-Nf1*<sup>+/+</sup> control mice. Images illustrating cells expressing *tdTom* and *Prss56* at E12.5 in boundary caps and cells expressing *tdTom* but not *Prss56* in the cartilaginous matrix (cart) of the vertebral body at embryonal stages E13.5, and E14.5 and lining trabecular bone (Tb) at 3 months of age (n=3 samples/time point). Bm=Bone marrow Scale bar 50  $\mu\text{m}$  **b.** Left: Vertebrae of *Prss56-Nf1*<sup>+/+</sup> control mice stained with SafraninO (SO) at embryonal stages E12.5 and E14.5. Right: high magnification of immunofluorescence illustrating the presence of *Prss56*-derived SOX9+ chondrocytes (white arrows). Scale bar: low magnification on left 100  $\mu\text{m}$ , high magnification on right 10  $\mu\text{m}$ . **c.** Left: Overlay of a magnified vertebra stained with TRAP, imaged in bright field and fluorescence channel for *tdTom*<sup>+</sup> cells, showing no TRAP+*tdTom*<sup>+</sup> cells. Right: Individual views of the same vertebrae region, with the bright field image (up) and the fluorescence channel image (down) shown separately. Tb=trabecular bone, Bm=Bone marrow, Cep=cartilage endplate, Ob=osteoblasts, Ocy=osteocytes (black arrowheads)

Oc=osteoclasts (red arrowheads) (n=3 samples) **d.** Quantification of tdTom signal in vertebrae showing a significant increase of tdTom signal/volume of tissue per mouse in *Prss56-Nf1<sup>fl/fl</sup>* mutant compared to *Prss56-Nf1<sup>+/+</sup>* control mice at embryonic stages E14.5, E17.5 and day 0 of birth (P0) until 3 months of age (n=4-5 mice/group). **e.** Quantification of tdTom signal/surface of tissue in intervertebral disc (Ivd) and periosteum (P), showing a significant increase in the periosteum of *Prss56-Nf1<sup>fl/fl</sup>* mutant compared to *Prss56-Nf1<sup>+/+</sup>* control mice (n=7-11 vertebra/group). **f.** Quantification of tdTom signal in vertebrae showing significant increase of tdTom signal/volume of tissue per mouse in 14-20 month-old *Prss56-Nf1<sup>fl/-</sup>* mutant compared to *Prss56-Nf1<sup>+/+</sup>* control mice (n=10-13 mice/group). **g.** Quantification of tdTom signal/volume of tissue in individual vertebrae from T8-L2 region showing a significant increase in *Prss56-Nf1<sup>fl/-</sup>* mutant compared to *Prss56-Nf1<sup>+/+</sup>* control mice at 14-20 months of age and more specifically in the lower thoracic-lumbar region (T11-L2) (n=10-13 vertebra/group). **h.** Quantification of tdTom signal/surface of tissue in trabecular bone (Tb), cortical bone (Cb), bone marrow (Bm), cartilage endplate (Cep), intervertebral disc (Ivd) and periosteum (P) in the vertebrae showing significant increase in *Prss56-Nf1<sup>fl/-</sup>* mutant compared to *Prss56-Nf1<sup>+/+</sup>* mice in Tb, Cb, Bm, Cep, Ivd and P (n=7 vertebra/group). **i.** Quantification of the number of tdTom+OSX+ cells in vertebrae showing a significant increase in *Prss56-Nf1<sup>fl/-</sup>* mutant compared to *Prss56-Nf1<sup>+/+</sup>* control mice at 14-20 months of age (n=4-7 vertebra/group). Data are presented as mean  $\pm$  SD. Statistical significance was determined using Mann–Whitney U test.  $p < 0.05$  was considered statistically significant.

**Supplemental Figure 4: Identification and distribution per sample of tdTom+ cells in the spine of control and *Prss56-Nf1* KO mice by scRNAseq analyses**

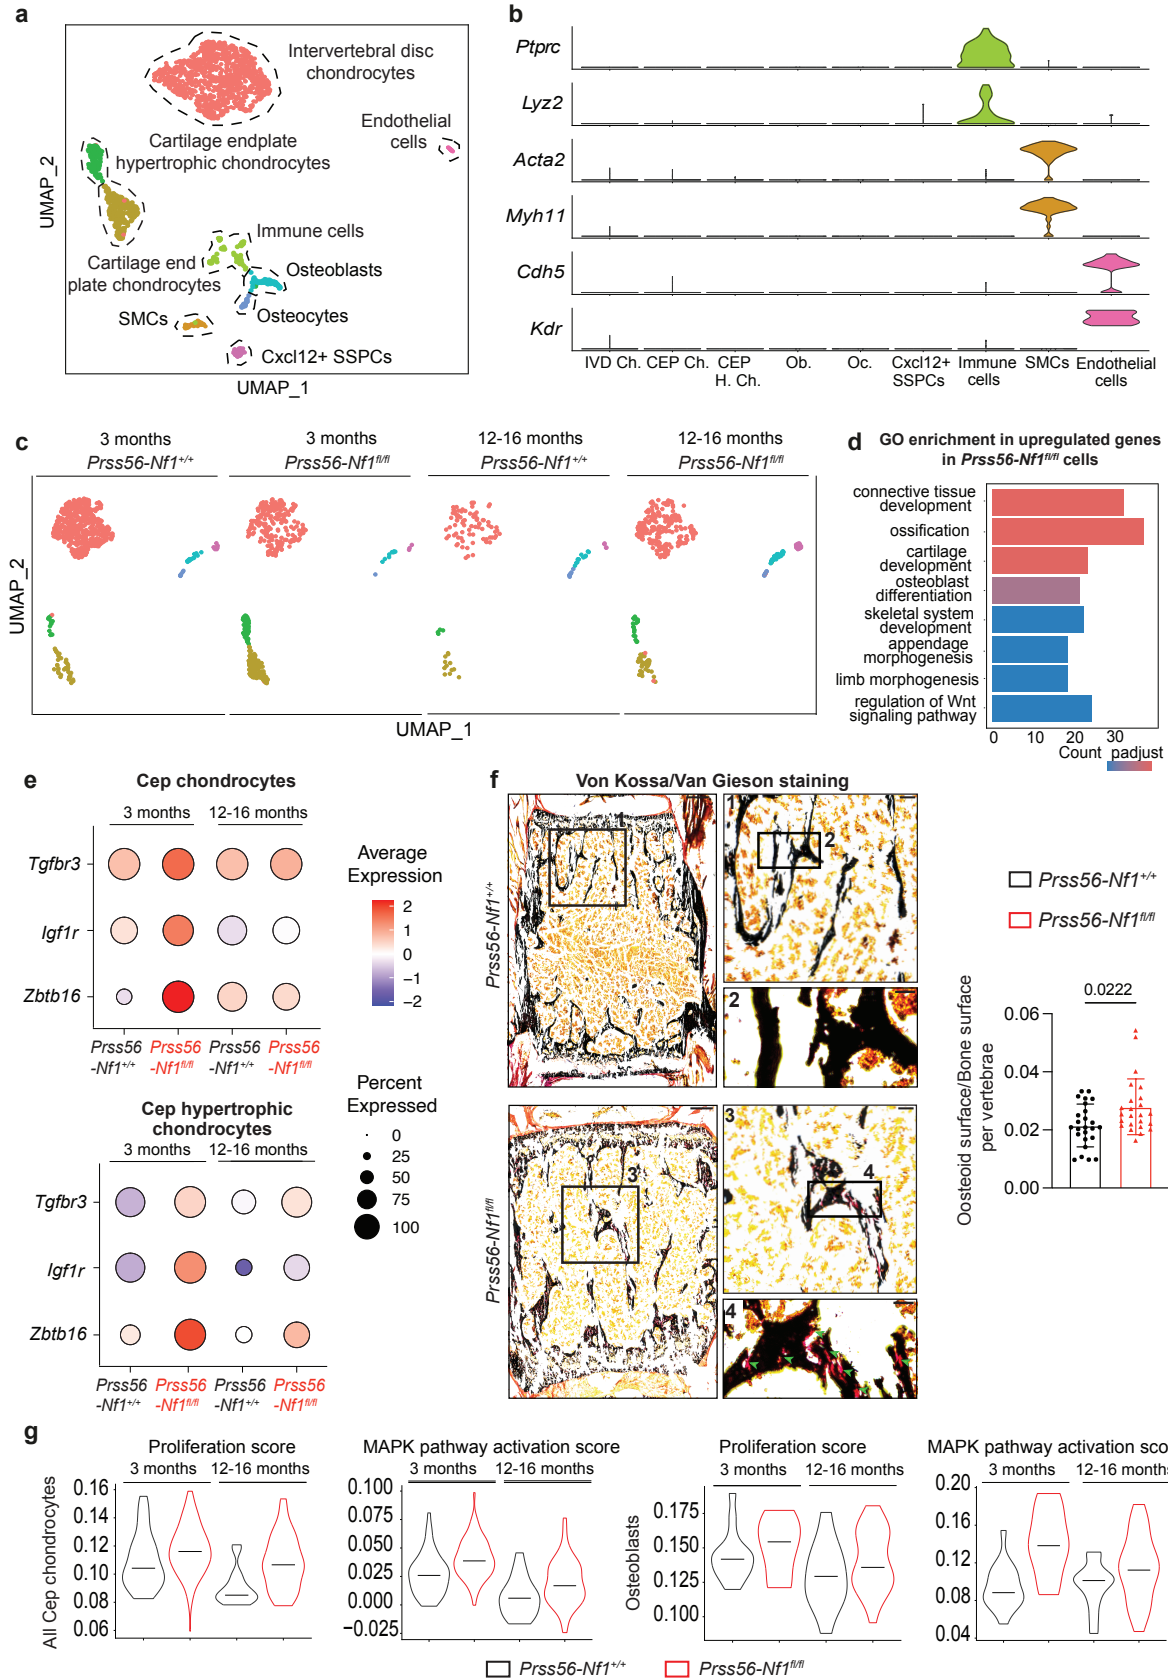

**a.** UMAP projection of color-coded clustering of the integration of 3 and 12-16-month-old *Prss56-Nf1*<sup>+/+</sup> control and *Prss56-Nf1*<sup>fl/fl</sup> mutant mice datasets before removal of hematopoietic, smooth muscle and endothelial cells. Each population was identified and delimited by black dashed lines. **b.** Violin plots of key marker genes

of the immune, smooth muscle cells (SMCs) and endothelial cell populations. IVD (intervertebral disc), Cep (cartilage endplate), Cep.H (Cartilage endplate hypertrophic chondrocytes), Ob (osteoblasts), Oc (Osteoclasts), SSPCs (Skeletal stem progenitor cells). **c.** UMAP projection of color-coded clustering of *Prss56-Nf1<sup>fl/fl</sup>* mutant and *Prss56-Nf1<sup>+/+</sup>* control samples at 3 and 12-16 months of age separately. **d.** Gene ontology analyses of upregulated genes in *Prss56-Nf1<sup>fl/fl</sup>* mutant cells. **e.** Dot plot of the expression of osteogenic genes (*Tgfb $\beta$ 3*, *Igf1r*, *Zbtb16*) in (Cep) cartilage endplate chondrocytes (up) and hypertrophic cartilage endplate chondrocytes (down). **f.** Left: Longitudinal sections of the vertebrae from 16-month-old *Prss56-Nf1<sup>+/+</sup>* control (up) and *Prss56-Nf1<sup>fl/fl</sup>* mutant (down) mice stained with Von Kossa/Von Gieson, illustrating the presence of osteoid surface within vertebrae. High magnification corresponds to the black box area and shows pink non mineralized tissue (green arrowheads) (box 3-4) compared to control vertebrae mineralized (box 1-2). Scale bar: big boxes (low magnification), 200  $\mu$ m; small boxes (high magnification) 1 and 3, 100  $\mu$ m; and boxes 2 and 4, 25  $\mu$ m. Right: Quantification of osteoid surface per bone surface in vertebrae showing significant increase of osteoid surface per vertebrae in 14–20-month-old *Prss56-Nf1<sup>fl/fl</sup>* mutant compared to *Prss56-Nf1<sup>+/+</sup>* control mice (n=24-25 vertebra/group). Data are presented as mean  $\pm$  SD. Statistical significance was determined using Mann–Whitney U test.  $p < 0.05$  was considered statistically significant. **g.** Violin plots of the proliferation score and MAPK pathway activation score in all cartilage endplate chondrocytes (hypertrophic and non-hypertrophic) and osteoblasts in *Prss56-Nf1<sup>fl/fl</sup>* mutant and *Prss56-Nf1<sup>+/+</sup>* control mice at 3 and 12-16 months of age.

**Supplemental Figure 5: Changes in vertebral bone parameters of *Prss56-Nf1* KO mice correlate with the increase in kyphosis spine curvature**

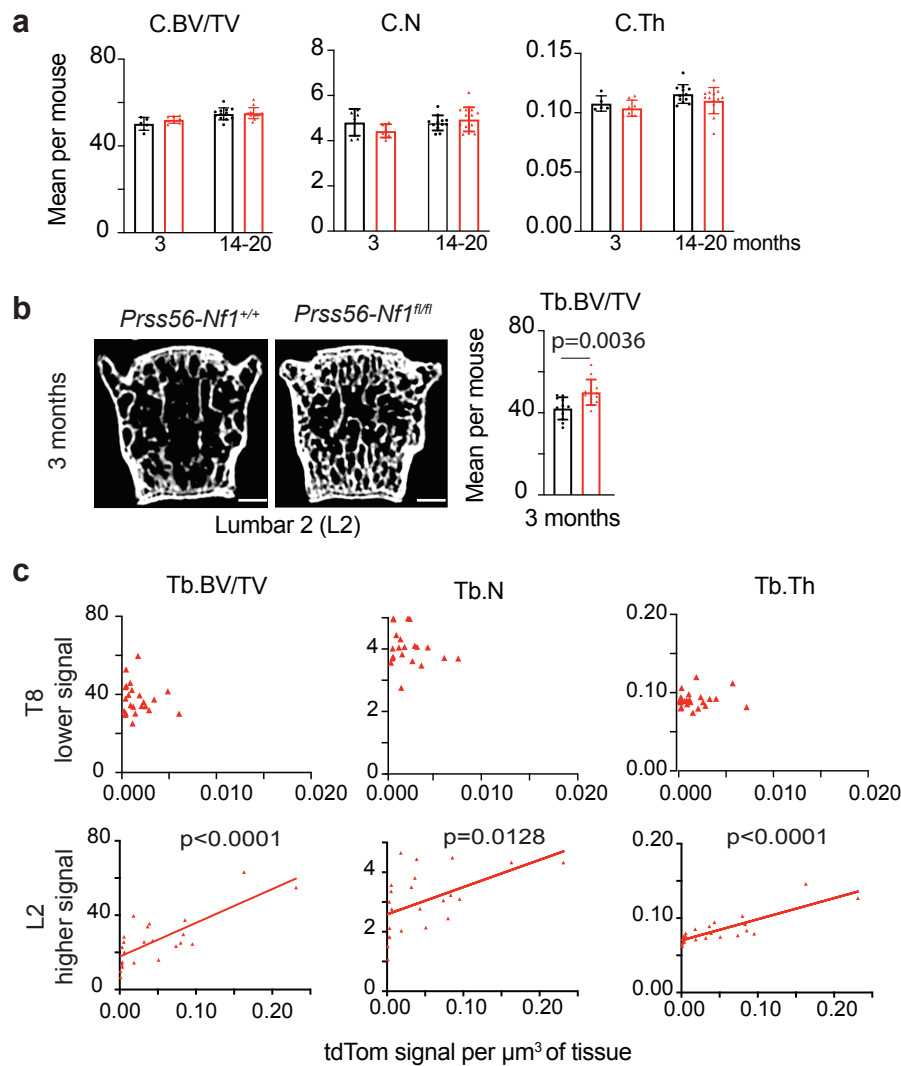

**a.** Ex-vivo high-resolution analyses per mouse of cortical bone volume/total volume (C. BV/TV), cortical number (C.N), cortical thickness (C.Th) in the vertebrae showing no significant differences in *Prss56-Nf1<sup>fl/fl</sup>* mutant mice compared to *Prss56-Nf1<sup>+/+</sup>* control mouse at 3 and 14-20 months of age (n=5-14 mice/group) **b.** Left: Ex-vivo high-resolution micro-CT images in L2 vertebrae, illustrating more trabecular bone (Tb) in *Prss56-Nf1<sup>fl/fl</sup>* mutant compared to *Prss56-Nf1<sup>+/+</sup>* control mice at 3 months of age. Scale bar 0.1 mm. Right: Ex-vivo high-resolution analyses per mouse showing increased trabecular bone volume/total volume (Tb. BV/TV) in *Prss56-Nf1<sup>fl/fl</sup>* mutant mice compared to *Prss56-Nf1<sup>+/+</sup>* control mice at 3 months of age (n=11-12 mice/group) Data are presented as mean  $\pm$  SD. Statistical significance was determined using Mann-Whitney U test.  $p < 0.05$  was considered statistically significant. **c.** Correlation analyses performed between trabecular bone volume/total volume (Tb. BV/TV), trabecular number (Tb.N), trabecular thickness (Tb.Th) and tdTom signal/tissue volume in individual vertebrae showing no correlation in thoracic 8 (T8) vertebrae with low tdTom signal (upper correlation graphs) and positive correlation in lumbar 2 (L2) vertebrae with high tdTom signal (lower correlation graphs) in *Prss56-Nf1<sup>fl/fl</sup>* mutant mice at 14-20 months of age (n=23 vertebra) Correlation was evaluated using Pearson's correlation coefficient.

**Supplemental Figure 6: Absence of correlation between the presence of paraspinal plexiform neurofibromas and spine deformities in *Prss56-Nf1* KO mice**

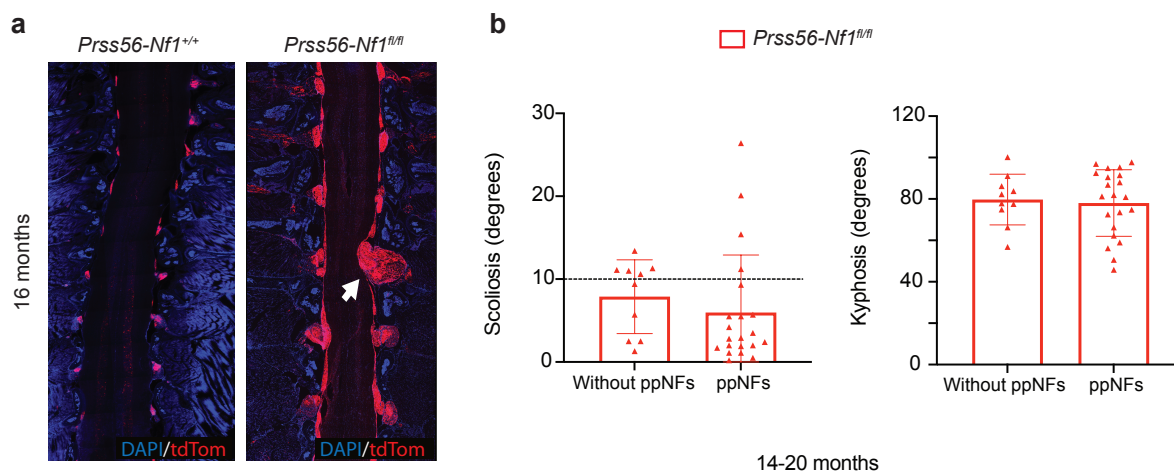

**a.** Longitudinal sections stained with DAPI of the spinal cord showing no paraspinal plexiform neurofibromas (ppNFs) in *Prss56-Nf1*<sup>+/+</sup> control mice and the presence of ppNFs (white arrow) in *Prss56-Nf1*<sup>fl/fl</sup> mutant mice.

**b.** Analyses of kyphosis and scoliosis angles in *Prss56-Nf1*<sup>fl/fl</sup> mutant mice showing no significant difference between mice with and without ppNFs at 14-20 months of age (n=10-22 mice/group). Data are presented as mean ± SD. Statistical significance was determined using Mann-Whitney U test. *p* < 0.05 was considered statistically significant.

**Supplemental Figure 7: Individual mice follow up in *Prss56-Nf1<sup>fl/-</sup>* mutant group treated with vehicle or combined inhibitors Selumetinib + RMC-4550.**

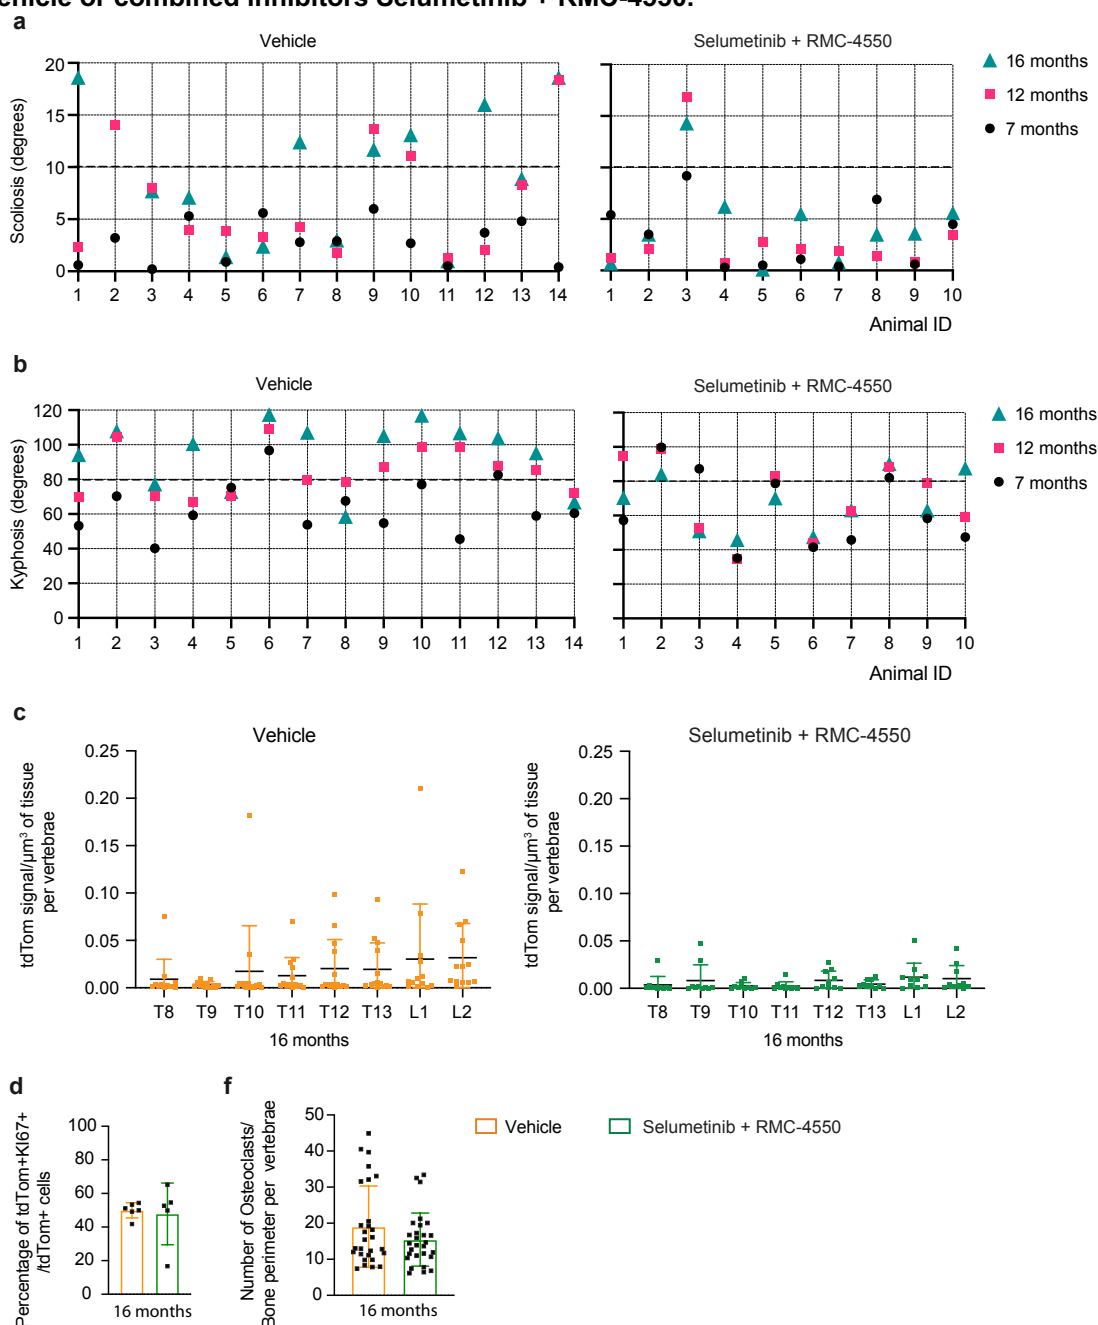

**a.** Analyses of scoliosis angle overtime in individual mice from *Prss56-Nf1<sup>fl/-</sup>* mutant group treated with vehicle or Selumetinib+RMC-4550. Scoliosis was defined as a lateral curvature  $>10^\circ$ . Each animal ID present one mouse evaluated at 7-, 12-, and 16 months of age. Scoliosis is present in vehicle treated mice beginning at 12 months of age but not Selumetinib+RMC-4550 treated mutant mice except in one mouse (n=10-14 mice/group). **b.** Analyses of kyphosis angle overtime in individual mutant mice treated with vehicle or Selumetinib+RMC-4550. Each animal ID present one mouse evaluated at 7-, 12-, and 16 months of age. Kyphosis angle  $>80^\circ$  is frequently present in vehicle treated mice beginning at 12 months of age but not in Selumetinib+RMC-4550 treated mutant mice (n=10-14 mice/group). **c.** Quantification of tdTom signal/volume of tissue in individual vertebrae from T8-L2 region showing more tdTom signal in the lower thoracic-lumbar region (T11-L2) in vehicle treated (left) compared to Selumetinib+RMC-4550 treated mutant mice (right) (n=9-14 vertebra/group). **d.** Quantification of the percentage of tdTom+Ki67+ cells showing no difference in the vertebrae of Selumetinib+RMC-4550 treated and vehicle treated mutant mice (n=5-6 vertebra/group). **e.** Quantification of the number of osteoclasts/bone perimeter in vertebrae showing no significant difference in Selumetinib+RMC-4550 treated and to vehicle treated mutant mice (n=28 vertebra/group). Data are presented as mean  $\pm$  SD. Statistical significance was determined using Mann-Whitney U test.  $p < 0.05$  was considered statistically significant.

**Supplemental Table 1: Detailed information on the frequency of vertebral anomalies detected in *Prss56Nf1*-KO mutant mice (related to Figure 1)**

| Genotype                          | Vertebral fusion |               | Vertebral wedging |              | Vertebral scalloping |               | Rib penciling |              | Sternum fusion |              |
|-----------------------------------|------------------|---------------|-------------------|--------------|----------------------|---------------|---------------|--------------|----------------|--------------|
|                                   | 3 months         | 14-20 months  | 3 months          | 14-20 months | 3 months             | 14-20 months  | 3 months      | 14-20 months | 3 months       | 14-20 months |
| <i>Prss56-Nf1<sup>+/+</sup></i>   | 0/30 (0%)        | 0/24 (0%)     | 0/30 (0%)         | 0/24 (0%)    | 0/30 (0%)            | 0/24 (0%)     | 0/30 (0%)     | 0/24 (0%)    | 0/30 (0%)      | 0/24 (0%)    |
| <i>Prss56-Nf1<sup>fl/fl</sup></i> | 3/29 (10.3%)     | 2/32 (6.25%)  | na                | 1/19 (5.26%) | na                   | 2/19 (10.52%) | 0/29 (0%)     | 2/32 (6.25%) | na             | 4/32 (12.5%) |
| <i>Prss56-Nf1<sup>fl/-</sup></i>  | 5/27 (18.5%)     | 3/23 (13.04%) | na                | na           | na                   | na            | 0/27 (0%)     | 1/26 (3.8%)  | na             | 1/16 (6.25%) |

na\* not analysed

No vertebral anomalies were detected in *Prss56-Nf1<sup>+/+</sup>* control mice analyzed at 3 and 14-20 months of age. Vertebral fusion, wedging, scalloping, rib penciling, and sternum deformity were detected in different percentages (3%-18%) in *Prss56-Nf1<sup>fl/fl</sup>* and *Prss56-Nf1<sup>fl/-</sup>* mutant mice analyzed at 3 and 14-20 months of age. na\* not analyzed

How the deposited data were processed for this re-analysis (not part of the article)

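Single-cell RNA-sequencing with 10x 3′ chemistry was performed by the authors on tdTom+ cells from the vertebral columns of control and mutant mice at 3 months and at 12–16 months, with 1 library for each of the 4 conditions. The authors deposited UMI counts per gene and cell barcode, which they had made with the Cell Ranger count pipeline on mm10 with a tdTomato sequence added. Barcodes had been called as cells, and the counts were not normalized or filtered further. They were taken to be uncorrected for free RNA, which was not tested. In the paper, the authors corrected free RNA with SoupX, filtered, integrated and clustered the cells with Seurat, found changed genes with FindMarkers and their terms with clusterProfiler, and made scores with AddModuleScore. The passing cells held from 2154537 UMIs in the 12–16-month library labelled control to 9429264 in the 3-month library labelled control. Cell types with few cells set the precision, since cluster 8 held 23225 UMIs and the osteoblast-like cells 78384 in the 3-month library labelled mutant. Each matrix lists 32286 genes, of which 99.6% were found by their Ensembl identifier in the GRCm38 gene annotation, from which all coordinates were taken. For 40 symbols more than 1 gene was listed. The mapping of libraries to conditions came from the sample labels and the paper. The labels give control mice 1 Cre allele and mutant mice 2 Cre alleles.

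Cells with more than 750 UMIs, more than 500 genes and less than 7% mitochondrial counts were kept, and genes found in fewer than 5 cells of a library were left out of the clustering, as in the paper's methods. The correction for free RNA with SoupX was not repeated. Doublets were called with Scrublet in each library at an expected rate of 6% and were kept in the reported values. Clustering used Seurat 5.3.0 in R 4.3.3 with log-normalization, 2000 variable genes, CCA integration (50 neighbors for the weights), 20 dimensions and a resolution of 0.4. Immune cell-like, smooth muscle cell-like and endothelial cell-like clusters and 1 unnamed cluster were removed, and the other cells were clustered again in the same way. The genes of the claims, the MAPK target, proliferation and stress lists, the sex-linked genes and tdTomato were left out of the variable genes. Clusters were named from marker genes fixed before the data were examined, as were the comparisons, the rule for the genes to be named and all alternatives but 2. The rule that assigned a cluster to a class from those markers was written after the clusters were seen. For each marker, the CPM of a cluster was divided by that of the highest cluster. A cluster counted as chondrocytes where this value averaged more than 0.3 over Sox9 and Acan, as hypertrophic or progenitor cells where it averaged more than 0.5 over their markers, as the counterpart of osteocytes where at least 3 osteocyte markers reached 0.5, and otherwise as osteoblasts. The authors' annotation of cells was not used here.

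Counts were summed per library and cell type with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and scaled to CPM. Exact Poisson intervals were computed for counts, conditional binomial intervals for ratios and Clopper-Pearson intervals for shares, all at 95%. A count of 0 was replaced by 3 counts to give a bound, and no fold was given where both counts were 3 or fewer. With 1 library per condition, no test was possible within an age or of a difference between the ages. A test of the label over both ages, which would rest on the same 4 libraries, was not run. The TMM factors of edgeR 4.0.16 were used only as an alternative scale. List medians were set against 10000 random lists matched on mean expression in 20 bins, with 0.5 added to each count. Their intervals came from 1000 Poisson draws. Lists written by hand were used for ossification (30 genes), cartilage (25), MAPK targets (13), proliferation (18) and stress (17), and lists of 10 glucocorticoid target genes, 3 nuclear RNAs and 4 Y-linked genes were added for checks. Of these, the glucocorticoid and nuclear RNA lists were written after the data were seen. The ossification list holds 9 genes that the paper names from these libraries, namely Alpl, Ibsp, Bglap, Bglap2, Bglap3, Dmp1, Tgfbr3, Igf1r and Zbtb16, and Ihh is in both the ossification and the cartilage list. Module scores used 100 control genes per list gene from 24 bins, on cells thinned to 750 UMIs in 20 draws.

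The genes named are all genes that the paper names on the single cells, the markers of the described clusters, Nf1, Prss56, the sex-linked genes, list genes and leading genes. Leading genes were, for all skeletal-lineage cells and for each cluster group with at least 20 cells in every library, the 5 highest and 5 lowest genes that changed in the same direction at both ages, among genes with at least 100 UMIs over the 4 libraries, ranked by the smaller absolute log2 ratio. Mitochondrial, ribosomal protein, hemoglobin and sex-linked genes were left out of this ranking. The statistics were tested on simulated data drawn from the summed counts of these libraries. For ratios, ranking and lists these were Poisson draws from a shared profile, at the depth of all skeletal-lineage cells. They held no spread between cells, mice or libraries. The results below therefore check the computation only, and not real rankings or ratios from few cells. With 200 of 9179 genes changed by a log2 value of 2, 95% of the intervals held the true ratio, and 199 of the 200 top-ranked genes were changed ones. Among 200 lists of 25 unchanged genes, 5 lay outside the middle 95% of random lists. Alternatives covered the filters, doublet removal, the resolution, the number of dimensions, the integration, the claim genes in the clustering, the weight of cells, the scale, single cells with the most counts, free RNA, pooling of osteoblast-like cells with cluster 8, the thinning and the minimum count of list genes. The restriction to cells with an Xist UMI and no Y-linked UMI and the list medians without the cells of cluster 8 were added after the data were seen.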

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

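The tests restricted to cells with an Xist UMI, and those of glucocorticoid targets, strain variants, chromosome segments and the single cell of cluster 8, were chosen only after the results were seen.

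The ratio of Ibsp between the libraries labelled mutant and control in cluster 8 was 1.74 (1.51 to 2.00) at 3 months and 0.919 (0.854 to 0.988) at 12–16 months, so the ages differ in direction. The difference itself was not tested, since each condition has 1 library, and Nf1 mRNA was not lower in the 3-month library labelled mutant. The 3-month value rests on 1 cell, and 1 of 1 was called a doublet by Scrublet. This cell had 4455 UMIs of Col1a1, 80 of Phex, 8 of Runx2, 3 of Sp7 and 0 of Dmp1, Sox9, Acan, Cxcl12, Mmp13, Ptprc, Pecam1 and Acta2, so that it held osteoblast markers, which most other cells of cluster 8 also hold, and no UMI of these markers of chondrocytes, SSPCs, immune, endothelial or muscle cells, and whether it is a single osteocyte cannot be told apart from a mixture of related cells with 1 cell. Free RNA was argued against for the late markers of this cluster, because their highest rate in clusters 0, 1, 2 and 7 was 0.0313% of the difference in cluster 8 at 3 months and 0.698% at 12–16 months. The scale and the weight of cells changed the direction of Ibsp at either age, with log2 ratios of −0.17 at 3 months under TMM factors and 0.32 at 12–16 months with cells weighted equally. A difference between the ages stays among the open explanations, as untested.

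The MAPK target list was lower in the endplate-like cells of the 3-month library labelled mutant, with a ratio of 0.542 (0.499 to 0.589), and higher in those of the 12–16-month library labelled mutant, with a ratio of 1.49 (1.25 to 1.79). In the hypertrophic cells alone the ratio at 12–16 months was 3.96 (2.12 to 8.35), from 10 UMIs in 4 cells under the control label, against 1.18 (0.973 to 1.44) in the other endplate-like cells, where no difference was detectable. The difference between the ages was not tested, and at 3 months Nf1 mRNA was not lower. A response of the cells to digestion and sorting is a candidate explanation for the rise at 12–16 months. The stress list rose in the same cells, with a ratio of 1.29 (1.25 to 1.34), and fell at 3 months, with a ratio of 0.680 (0.669 to 0.691). In the osteoblast-like cells both lists had ratios below 1 at both ages. In clusters 0, 1, 2 and 7 the stress list had ratios of 0.868 and 0.775 at 3 and 12–16 months. The MAPK target list there had ratios of 1.12 (1.06 to 1.19) and 1.06 (0.967 to 1.16). The lists also parted in the SSPC-like cells at 12–16 months, at 1.30 (1.15 to 1.49) for stress and 0.891 (0.680 to 1.18). In the SSPC-like cells at 3 months, where the MAPK target list also rose, the summed stress list was lower, with a ratio of 0.808 (0.727 to 0.897), but its median score was higher by 0.127, and with 9 and 5 cells that response cannot be told apart there from an effect of the genotype. A dependence on age is open and untested.

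Cells with a Y-linked UMI and no Xist UMI made up 9.64% (7.45% to 12.2%) of the typed cells of the 3-month library labelled control and 0% (up to 0.788%) of the 3-month library labelled mutant. The 12–16-month shares were 19.8% (13.0% to 28.3%) and 19.2% (15.2% to 23.6%). The paper's text does not name Xist. Sex of the mice in each library was not known here, and the paper states that both sexes were included. Xist was higher under the mutant label at both ages, with 767 and 1326 CPM at 3 months and 696 and 858 CPM at 12–16 months, which goes with a difference in sex between the labels at both ages, whereas the Y-linked shares at 12–16 months were alike. Among cells with an Xist UMI and no Y-linked UMI, all 20 of 20 comparisons of the leading genes of all skeletal-lineage cells kept their direction, and Tgfbr3, Igf1r and Zbtb16 were higher under the mutant label in 15 of 17 comparisons, so a difference in sex does not account for these directions.

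AA465934 on chromosome 11 (83291699 to 83294632) had 58.3 CPM in all skeletal-lineage cells of the 3-month library labelled mutant and 65.4 CPM in those of the 12–16-month library labelled mutant, against 3.50 and 4.91 CPM in the libraries labelled control. The paper's text does not name the gene. Gm8797 and Gm10260 were also higher in clusters 1 or 2 at both ages. Taf4b and H2-Q4 were lower in cluster 1 at 3 months. At 12–16 months each had 7 UMIs there under the mutant label and 6 under the control label. The interval of that ratio, 0.106 to 1.32, included 1. A strain variant carried by part of the mice may underlie these 5 genes, since 8 of 10 comparisons in endplate-like cells went the same way with an interval that excluded 1. AA465934 was also a leading gene of all skeletal-lineage cells, which include the endplate-like cells, so these cells had a part in its choice. Taf4b and H2-Q4 were the exceptions at 12–16 months, with ratios of 2.68 (0.942 to 10.5) and 1.77 (0.850 to 4.12), and in clusters 0, 1, 2 and 7 combined theirs were 1.01 (0.649 to 1.58) and 1.23 (0.839 to 1.85) at that age. A variant cannot be told apart from an effect of the genotype, because each condition has 1 library. A chromosome segment carried along with the floxed Nf1 gene is argued against for the other 4 genes, since 1 of 5 lies on chromosome 11. AA465934 lies 3.71 Mb from Nf1. Of 180 other genes within 10 Mb of Nf1, with AA465934 and Nf1 left out, 1.67% (0.345% to 4.79%) changed by at least 1 on the log2 scale in the same direction at both ages in clusters 0, 1, 2 and 7, against 0.753% of 9433 genes elsewhere, and an interval this wide leaves the segment open for AA465934.

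Fkbp5 was higher under the mutant label in clusters 0, 1, 2 and 7 by a log2 ratio of 2.89 at 3 months and 2.62 at 12–16 months, and the paper's text does not name it. A glucocorticoid response is a candidate explanation, tested with a list of 10 target genes that holds Fkbp5. The other 9 genes of the list had a median log2 ratio of 0.59 in these clusters at 3 months, at percentile 99.95 of random lists, and of 0.42 at 12–16 months, at percentile 99.91. In the endplate-like cells at 3 months the 9 genes had a median of −0.22, at percentile 13.87 and within the range of −0.45 to 0.47 that held 95% of random lists. They went both ways, such as Ddit4 by 0.91 and Mt1 by −1.16, and Fkbp5 rose by 3.51. Such a median decides nothing, so the response stays open for the rise of Zbtb16 in those cells. Their median at 12–16 months was 0.83 there, at percentile 99.94. An effect of the genotype is open, with Nf1 mRNA not lower at 3 months.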

How the results depend on the processing

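The restriction to cells with an Xist UMI and no Y-linked UMI and the removal of the cells of cluster 8 from the list medians were the alternatives chosen after the data were seen. No analysis that pairs the libraries by age was run, since it would rest on 1 pair per age. For tallies, list medians, cell type shares and numbers of cells, 316 values stayed within their limits under an alternative and 13 moved beyond them. Another 4 turned from a value whose interval excluded no difference to the other sign. Of the values of single genes and lists, 936 stayed, 129 moved and 18 turned in this way. Tallies and numbers of cells counted as staying within a factor of 1.5. Shares and numbers of cells compare no labels, so the 316 does not measure how stable the comparisons are. Values whose own interval included no difference could change sign without being counted as turned. Log2 ratios below are of the library labelled mutant to that labelled control.

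With the doublets called by Scrublet removed, the comparisons in cluster 8 that went as the paper states numbered 5 of 6, against 11 of 12, and its share in the 3-month library labelled mutant was 0%, because its only cell was removed. Under this setting the cartilage median at 12–16 months was 0.45 against 0.39, the proliferation list in endplate-like cells at 12–16 months had a log2 ratio of 0.93 against −2.09 and at 3 months one of −1.64 against −0.19, and Mki67 in these cells at 3 months one of −2.42 against 0.58. The cause was not tested for these last 4 values. Without the cell with the most counts of a gene in each library, the metalloproteinase genes were lower in 3 of 4 comparisons, against 5 of 5, those in cluster 8 numbered 5 of 6, and the proliferation list in endplate-like cells at 12–16 months was 0.78. Fewer comparisons gave a value under this setting.

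The same list turned to 0.88 with less than 5% mitochondrial counts, 0.87 with at least 2000 UMIs per cell, 0.86 with 30 dimensions, 0.57 with the libraries merged without integration and 0.86 with claim genes kept in the clustering. The value without the cell with the most counts shows that 1 cell per library weighs on this list, and whether the other settings changed it through that cell was not tested. Merged libraries also gave 0.55 for Mki67 in endplate-like cells at 12–16 months, against −4.66, and the cause was not tested. With cells weighted equally, the log2 ratio of Ibsp in cluster 8 at 12–16 months was 0.32 against −0.12, that of Bglap there 0.20 against −0.62, that of Alpl in osteoblast-like cells at 3 months −0.15 against 0.70 and that of Bglap2 in osteoblast-like cells at 12–16 months −0.15 against 0.88. This setting gives shallow cells the same weight as deep ones. Pooling of osteoblast-like cells with cluster 8 gave 0.075 for Mmp2 at 12–16 months against −0.80, −0.0075 for Ibsp at 3 months against 0.80 in cluster 8, and −1.66 for Bglap2 at 12–16 months against 0.88 in osteoblast-like cells. The share of cluster 8 in the pool differs between the libraries. TMM factors gave −0.17 for Ibsp in cluster 8 at 3 months. They shifted log2 ratios by −0.97 in cluster 8 and by −0.31 in osteoblast-like cells at 3 months, by −0.23 in SSPC-like cells and −0.12 in all skeletal-lineage cells at 3 months, and by −0.24 in cluster 8, 0.25 in hypertrophic cells and 0.12 in clusters 0, 1, 2 and 7 at 12–16 months. The other shifts were smaller than 0.1. Among cells with an Xist UMI and no Y-linked UMI, Ibsp in cluster 8 at 12–16 months was 0.060, and the cause was not tested.

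Without thinning, 7 of 12 score differences were higher under the mutant label, against 4 of 12, and depth differs between the libraries. With cell types weighted equally, 1 of 4 list medians was higher, against 3 of 4. The ossification median was −0.086 at 3 months against 0.04 and 0.060 at 12–16 months against −0.23, and the cartilage median −0.10 against 0.52 and −0.16 against 0.39. This setting holds the cell type shares the same, and at 3 months it also leaves out cluster 8, which has 1 cell labelled mutant. Summed without the cells of cluster 8, 4 of 4 list medians were higher. The cartilage median was then 0.48 at 3 months and 0.22 at 12–16 months, so leaving out this type alone does not turn it, and the ossification median was 0.13 and 0.12, so its sign at 12–16 months rests on cluster 8. The ossification median at 12–16 months was −0.030 both with at least 100 UMIs and with no minimum. The cartilage median at 3 months was 0.54 with less than 10% mitochondrial counts.

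Under each alternative that gave a value, Tgfbr3 and Igf1r in the osteoblast-like cells stayed higher under the mutant label at both ages, from 0.84 to 1.89 and 0.44 to 0.89 at 3 months and from 0.30 to 1.18 and 0.77 to 1.31 at 12–16 months. Adamts9 stayed lower, from −0.94 to −0.21 and −0.85 to −0.01. Removal of its only cell, with Scrublet or as the cell with the most counts, left no value for cluster 8 at 3 months, and Adamts1 in osteoblast-like cells at 12–16 months gave a fold only where cells were pooled. Zbtb16 in osteoblast-like cells at 12–16 months, Adamts1 at 3 months and Mki67 in endplate-like cells gave no fold under some alternatives because the counts were too few. Depth limits the osteoblast-like comparisons at 3 months most, where the library labelled mutant had 9 cells with 78384 UMIs.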

Differences from the paper's values

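No test is reported in this part, and among the settings named the restriction to cells with an Xist UMI and the removal of cluster 8 were chosen only after the data were seen. The paper's numbers of cells were 607, 472, 125 and 418 in the libraries labelled 3-month control, 3-month mutant, 12–16-month control and 12–16-month mutant, against 717, 484, 135 and 421 here, and none of these pairs differed by more than 1.5 times. Cell numbers were compared with no filter and with less than 5% and less than 10% mitochondrial counts. None of these reached the paper's numbers, and less than 5% gave 698, 476, 131 and 408 cells.

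The paper states that proliferation and MAPK signaling were higher in mutant endplate chondrocytes and osteoblasts at both ages. Of these 8 comparisons, median scores of the lists used here, which are other lists than those of the paper, were higher under the mutant label in 2 of 8 at 750 UMIs, 3 of 8 at 2000 UMIs and 4 of 8 without thinning. The MAPK target list had ratios of 0.542 in endplate-like and 0.767 in osteoblast-like cells at 3 months, and under no setting was it higher under the mutant label in these cells, with log2 ratios from −0.91 to −0.61 and from −0.92 to −0.26. In the osteoblast-like cells at 12–16 months the ratio was 0.844. The way the paper states was reached by the log2 ratio with cluster 8 pooled (0.39). It was also reached among cells with an Xist UMI and no Y-linked UMI (0.22), a setting chosen after the data were seen. The median score reached it without thinning (0.0279) and at 2000 UMIs (0.0120). By smaller values it did so with less than 10% mitochondrial counts, with 30 dimensions and with claim genes kept. Differences of mean scores were negative at each depth, at −0.0481 without thinning, −0.0293 at 2000 UMIs and −0.0237 at 750 UMIs. The proliferation list had ratios of 0.878 in endplate-like and 0.0459 in osteoblast-like cells at 3 months, and the score of the osteoblast-like cells was higher only with less than 10% mitochondrial counts (0.00213). The score of the osteoblast-like cells at 12–16 months differed by −0.00198, and was higher without thinning (0.00905) and, by smaller values, with at least 2000 UMIs per cell and with merged libraries. Their summed list at 12–16 months had a ratio of 1.04 (0.711 to 1.55), and the difference was detectable without the cell with the most counts (log2 ratio 1.11) and with cluster 8 pooled. In the endplate-like cells at 12–16 months the ratio of the proliferation list was 0.234, and the settings less than 5% mitochondrial counts, at least 2000 UMIs, doublets removed, 30 dimensions, merged libraries, claim genes kept and without the cell with the most counts gave values higher under the mutant label, with log2 ratios from 0.57 to 0.93.

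For progenitor populations the paper states a higher RAS-MAPK activity. In the SSPC-like cells at 12–16 months the ratio of the MAPK target list was 0.891 (0.680 to 1.18), and a value in the paper's direction was reached with cells with an Xist UMI and no Y-linked UMI, chosen after the data were seen (log2 ratio 0.28), and by scores at 2000 UMIs (0.00641) and with at least 2000 UMIs per cell (0.0126).

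The paper states that ossification genes were enriched among the genes higher in mutant cells. A list median is another measure, since some genes of a set can be higher while its median is not. The list used here also holds Bglap, Bglap2, Bglap3 and Dmp1, which the paper states to be lower in mutant osteocytes. The values below therefore do not contradict the paper's enrichment. The median log2 ratio of the ossification list was 0.04 at 3 months, at percentile 66.3, and −0.23 at 12–16 months, at percentile 0, and with cell types weighted equally it was 0.060 at 12–16 months. Without the cells of cluster 8, a setting chosen after the data were seen, it was 0.12 at 12–16 months. Of Alpl and Ibsp, which the paper states to be higher in mutant osteocytes, 3 of 4 comparisons in cluster 8 were higher, and Ibsp at 12–16 months had a ratio of 0.919. It was higher with cells weighted equally (log2 ratio 0.32) and among cells with an Xist UMI and no Y-linked UMI (0.060), the latter chosen after the data were seen. The paper states that the osteogenic genes were higher in mutant endplate and hypertrophic chondrocytes. They were so in 10 of 12 comparisons, and Tgfbr3 and Zbtb16 in hypertrophic cells at 12–16 months had ratios of 0.764 and 0.791, which cells weighted equally (log2 ratios 0.50 and 1.17) turned to the paper's direction, as did leaving out the cell with the most counts, with 12 of 12.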

Other observations

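The tests of gene length, of a shift of the whole library and of single cycling cells were chosen only after the results were seen, and that of cell type shares was not, apart from its setting without cluster 8.

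In the osteoblast-like cells, Alpl was higher under the mutant label, with ratios of 1.63 (1.26 to 2.09) at 3 months and 1.57 (1.31 to 1.89) at 12–16 months, and Ibsp lower, with ratios of 0.737 (0.679 to 0.798) and 0.559 (0.524 to 0.596). The ratio of Alpl at 3 months turned with cells weighted equally (log2 ratio −0.15). Bglap2 was lower at 3 months, at 0.467 (0.255 to 0.793), and higher at 12–16 months, at 1.84 (1.21 to 2.88), and was lower there with cells weighted equally or pooled with cluster 8 (log2 ratios −0.15 and −1.66). Dmp1 had 2 UMIs under the mutant and 54 under the control label at 3 months, a ratio of 0.187 (0.0220 to 0.708). At 12–16 months it had 51 and 17 UMIs, a ratio of 1.73 (0.982 to 3.19) whose interval included 1. Nf1 mRNA was not lower under the mutant label at 3 months.

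The cartilage genes were higher under the mutant label when all skeletal-lineage cells were summed, at percentile 99.99 of random lists at 3 months and 100 at 12–16 months. The different shares of cell types in the libraries are a candidate explanation, since with cell types weighted equally the list lay at percentile 39.34 at 3 months and at 0.12 at 12–16 months. Equal weights leave out cluster 8 at 3 months, but summed without its cells the list stayed at percentiles 99.85 and 99.82. Nf1 mRNA was not lower in the 3-month library labelled mutant.

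Tgfbr3, Igf1r and Zbtb16 are long genes, and more RNA of long genes, such as unspliced RNA, in the libraries labelled mutant was weighed as an explanation of their rise. In the endplate-like cells at 3 months the median log2 ratio of the 3 genes was 1.28. This lay above the range of −0.24 to 0.98 that held 95% of random lists of like length and level. The median of these lists was 0.29, against −0.06 for lists matched on level alone. The paper names the 3 genes from these same libraries, so a place above unselected lists cannot exclude gene length. In the osteoblast-like cells the random lists had a median of 0.75 at 3 months (−0.23 to 1.72), against 1.49 for the genes, and of 0.023 at 12–16 months (−0.76 to 1.00), against 0.51. In the endplate-like cells at 12–16 months they had a median of −0.11 (−0.72 to 0.53), against 0.13. Random lists matched on level alone had a median of 0.20 in the osteoblast-like cells at 3 months. At 12–16 months theirs were 0.24 in the osteoblast-like and −0.04 in the endplate-like cells. Long genes as a set were thus higher in the osteoblast-like cells at 3 months, where the rise cannot be told apart from theirs. At 12–16 months long genes as a set showed no such rise. In these 3 comparisons the genes lay within the range of random lists, which spread widely with so few genes, and nothing is concluded from their place. The nuclear RNAs Malat1, Neat1 and Meg3 had log2 ratios of −0.02, 0.23 and −0.12 in clusters 0, 1, 2 and 7 at 3 months and of −1.11, 0.12 and −0.20 at 12–16 months. A shift of the whole library was weighed too. At 3 months the interval lay above that of clusters 0, 1, 2 and 7 in 6 of 9 comparisons. Because the genes were named from these same libraries, this cannot exclude a shift. In the 12–16-month libraries the interval lay above in 1 of 9. A shift cannot be told apart there from an effect of the genotype, because those clusters carry the same labels. The directions at 3 months come from libraries in which Nf1 mRNA was not lower under the mutant label.

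The proliferation list was lower in the osteoblast-like cells of the 3-month library labelled mutant, and 200 of its 549 UMIs in the library labelled control lay in 1 cell. A few cycling cells are a candidate explanation. Without the 3 cells with the most counts the ratio was 0.147 (0.0467 to 0.352), against 0.0459, so the difference fell but stayed, and with 19 and 9 cells the matter is open. In the SSPC-like cells the list had ratios of 0.695 (0.224 to 1.85) and 1.19 (0.463 to 3.59) at 3 and 12–16 months, not detectable as differences. Stress genes were lower under the mutant label in the osteoblast-like cells, with ratios of 0.152 (0.119 to 0.192) and 0.514 (0.444 to 0.596) at 3 and 12–16 months.

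Of the leading genes of all skeletal-lineage cells, Gm48155, Fabp4 and Tox were higher under the mutant label, with log2 ratios of 3.69, 2.79 and 4.01 at 3 months and 2.79, 2.83 and 2.61 at 12–16 months, and Adarb2 was lower, at −2.73 and −4.05. Kcnd2 was also higher, at 4.68 and 3.20, and Bglap2, Bglap and Col1a1 lower, and how far the shares of clusters and free RNA enter these sums was not tested. 1520401A03Rik was lower in the sum and also within cluster 2 (−3.61 and −1.93). Within cluster 0, Fabp4 (3.55 and 3.46), Ccn1 (1.81 and 1.80) and Spp1 (2.23 and 1.67) were higher and Lsamp (−2.05 and −3.81) and Dbp (−1.70 and −2.26) lower at 3 and 12–16 months. Within cluster 1, C1qtnf7 (5.72 and 3.52) and Spp1 (2.67 and 2.35) were higher, and within cluster 2 Igfbp6 was lower (−3.32 and −4.49). Some of these sizes rest on few UMIs. C1qtnf7 had 4 and 1 UMIs under the control label at 3 and 12–16 months, and Igfbp6 had 1 under the mutant label at 3 months. No biological explanation was tested for these genes, and at 3 months Nf1 mRNA was not lower under the mutant label.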
